# Temporal dynamics of neurogenomic plasticity in response to social interactions in male threespined sticklebacks

**DOI:** 10.1371/journal.pgen.1006840

**Published:** 2017-07-13

**Authors:** Syed Abbas Bukhari, Michael C. Saul, Christopher H. Seward, Huimin Zhang, Miles Bensky, Noelle James, Sihai Dave Zhao, Sriram Chandrasekaran, Lisa Stubbs, Alison M. Bell

## Abstract

Animals exhibit dramatic immediate behavioral plasticity in response to social interactions, and brief social interactions can shape the future social landscape. However, the molecular mechanisms contributing to behavioral plasticity are unclear. Here, we show that the genome dynamically responds to social interactions with multiple waves of transcription associated with distinct molecular functions in the brain of male threespined sticklebacks, a species famous for its behavioral repertoire and evolution. Some biological functions (e.g., hormone activity) peaked soon after a brief territorial challenge and then declined, while others (e.g., immune response) peaked hours afterwards. We identify transcription factors that are predicted to coordinate waves of transcription associated with different components of behavioral plasticity. Next, using H3K27Ac as a marker of chromatin accessibility, we show that a brief territorial intrusion was sufficient to cause rapid and dramatic changes in the epigenome. Finally, we integrate the time course brain gene expression data with a transcriptional regulatory network, and link gene expression to changes in chromatin accessibility. This study reveals rapid and dramatic epigenomic plasticity in response to a brief, highly consequential social interaction.

## Author summary

Social interactions provoke changes in the brain and behavior but their underlying molecular mechanisms remain obscure. Male sticklebacks are small fish whose fitness depends on their ability to defend a territory. Here, by measuring the time course of gene expression in response to a territorial challenge in two brain regions, we show that a single brief territorial intrusion provoked waves of gene expression that persisted for hours afterwards, with waves of transcription associated with distinct biological processes. Moreover, a single territorial challenge caused dramatic changes to the epigenome. Changes in chromatin accessibility corresponded to changes in gene expression, and to the activity of transcription factors operating within gene regulatory networks. This study reveals rapid and dramatic epigenomic plasticity in response to a brief, highly consequential social interaction. These results suggest that meaningful social interactions (even brief ones) can provoke waves of transcription and changes to the epigenome which lead to changes in neural functioning, and those changes are a mechanism by which animals update their assessment of their social world.

## Introduction

Animals exhibit remarkable behavioral plasticity. Social interactions in particular can provoke moment-to-moment changes in behavior. These changes are coordinated at the neural level, but social interactions also elicit transcriptional changes within the brains of behaving animals [1]. For example, genome-wide transcription studies show that roughly ~10% of the genome responds to a mating opportunity [2–7], predation risk [8–10], or a territorial challenge [11–13].

However, we know little about the temporal and spatial dynamics of neurogenomic plasticity in response to social interactions. It is likely that there are waves of transcription associated with perceiving social information, responding to social information, maintaining a behavioral response, recovering from the social interaction and modifying future behavior [14, 15]. Static experiments that measure gene expression at a single time point can only catch a glimpse of what is probably a very dynamic and coordinated process.

Studies in development have linked changes in chromatin accessibility with the time course of changes in gene expression and the activity of transcription factors operating within gene regulatory networks [16, 17]. This tactic has also proven to be successful for examining acute, short-term responses of other types, for example, in response to pathogens [18, 19]. However, whether the same principles apply to behavioral stimuli, and social interactions in particular, is unknown.

Here, we test the hypothesis that a brief social interaction, albeit one with strong implications for fitness, is sufficient to induce transcriptomic and epigenomic responses that change over time. We test this hypothesis in threespined sticklebacks (*Gasterosteus aculeatus*), a species for which successful territorial defense is critical for Darwinian fitness. Sticklebacks are small fish whose behavioral repertoire has attracted attention since the early ethologists [20]. Freshwater sticklebacks must quickly establish territories because they have a short window of opportunity to breed in the spring, and die at the end of the breeding season. Male sticklebacks typically occur in neighborhoods and function in a dynamic social environment where they vigorously defend individual nesting territories against intrusions by rival males and predators. The territory is the hub of family life, where the father constructs a nest, attracts females to mate and where he rears the offspring without any help from the mother. If a male fails to defend a territory, he will not obtain a mate and he will not produce offspring therefore effective defense of that territory is necessary for reproductive success. Like other territorial animals, male sticklebacks exhibit experience-dependent changes in behavior following a territorial intrusion, as they learn the boundaries of their territory and how to detect and repel intruders [21, 22].

We provide evidence that the genome and the epigenome are highly responsive to social interactions during territory defense. We characterize transcriptomic and epigenomic plasticity in response to social interactions by measuring changes in gene expression at three points in time following a brief territorial intrusion using RNA-Seq. We compare expression in two parts of the brain containing nodes in the social decision-making network [23]: diencephalon and telencephalon. The diencephalon includes the hypothalamus–a key integrator of social information with the neuroendocrine system–while the telencephalon is a part of the forebrain, and includes the teleost homolog of the hippocampus. Using these data, we construct a transcriptional regulatory network that links temporal changes in gene expression in different parts of the brain to the activity of transcription factors operating within a gene regulatory network. Finally, we measure changes in chromatin accessibility in response to a social interaction on a genome-wide scale, using acetylated lysine 27 on histone H3 (H3K27Ac) as a marker of accessible chromatin, and link changes in chromatin accessibility to changes in gene expression. We show that many of the same principles that characterize transcriptomic and epigenomic changes unfolding over development [16, 17] also apply to the brain’s response to brief, but potent, social behavior.

## Results

### Spatiotemporal dynamics of the transcriptomic response to territorial challenge

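Gene expression was measured by RNA-seq in diencephalon and telencephalon of 30 territorial male threespined sticklebacks, each of which gave 1 library per brain region, so that 60 libraries in 12 groups of 5 were used. A challenged male was shown a smaller male confined in a flask and a control male was shown an empty flask, and brain tissue was taken at 30, 60 or 120 minutes from the introduction of the flask. The authors trimmed single-end reads with Trimmomatic, aligned them with TopHat (2.0.8) and Bowtie (2.1.0) to the repeat-masked stickleback genome of Ensembl release 75, counted the reads on each gene with HTSeq and excluded reads that fell in several genes. The authors deposited raw counts for 17536 genes. Library totals on these genes lay between 17705327 and 55299804 counts, with a median of 30159568. The mean of all reads that HTSeq tallied, on genes or not, was 59051209 per library, which is the depth the paper's methods give. The values here use the reads counted on genes, with a mean of 30784903, except in 1 alternative that takes its library totals from the deposited cpm. In diencephalon at 30 minutes the count totals ran from 28242385 to 55299804 (median 37331977) in challenged males and from 19630417 to 42803458 (median 32832810) in control males. In diencephalon at 60 minutes the count totals ran from 19034368 to 43232421 (median 30057557) in challenged males and from 21348316 to 36137653 (median 33175923) in control males. In diencephalon at 120 minutes the count totals ran from 19147994 to 34685113 (median 21751353) in challenged males and from 19874771 to 33396205 (median 29344952) in control males. In telencephalon at 30 minutes the count totals ran from 24953910 to 45891078 (median 32854927) in challenged males and from 24377995 to 49230351 (median 39861270) in control males. In telencephalon at 60 minutes the count totals ran from 17705327 to 37131446 (median 30148566) in challenged males and from 20042341 to 36453851 (median 27707647) in control males. In telencephalon at 120 minutes the count totals ran from 21605668 to 46849131 (median 31410578) in challenged males and from 18178450 to 30170571 (median 23168726) in control males. For every pair of replicates the chi-square per gene was at least 13.2, so that replicates differed by more than counting error. Counts were normalized by TMM in edgeR for the genes with at least 1 cpm in at least 2 libraries of a region, which left 17448 genes in diencephalon and 17247 in telencephalon. The nested model of the paper's methods (time, and treatment within time) was fitted to the 30 libraries of each region with edgeR's quasi-likelihood test, where the paper's methods use a 'glm' approach with a tagwise dispersion. P-values were adjusted by the method of Benjamini and Hochberg over all 6 comparisons at once, and genes with an adjusted p-value under 0.1 were called. The paper's methods speak of a paired control male for each experimental male, and this pairing was not used here, so challenged and control fish were compared as unpaired groups. Values of single genes are given as cpm with the SD over 5 fish, and a two-sided exact permutation test of log2 cpm (prior count 2) over the 252 arrangements of 5 against 5 fish can give no p-value smaller than 0.00794.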

Within both brain regions, we identified genes whose expression was influenced by a territorial challenge at three time points: 30, 60 and 120 minutes (S1 Table). The greatest transcriptional response to a territorial challenge occurred 60 minutes after the challenge (Fig 1A). 

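No gene was called at any time point in either region, and the smallest adjusted p-value was 0.534 in diencephalon at 30 minutes and 0.444 in each of the other 5 comparisons (edgeR quasi-likelihood test). Without adjustment, 572, 1826 and 1033 genes had a p-value under 0.05 in diencephalon at 30, 60 and 120 minutes, and 714, 2127 and 686 genes in telencephalon, so that the number was highest at 60 minutes in both regions. The gene with the smallest p-value of the paper's S1 Table in telencephalon at 30 minutes, EGR4 (1 of 2) (ENSGACG00000000325), reached 32.1 ± 5.45 cpm (SD, n = 5) in challenged and 17.5 ± 2.60 cpm (SD, n = 5) in control fish. Its log2 fold change was 0.87 (standard error 0.16, adjusted p = 0.444 from the edgeR test), all 5 challenged fish lay above the median of the controls, and the exact permutation test gave p = 0.00794. The file lists EGR4 as 1 of 2 copies, between which the counting could split reads. Among the alternatives, counting genes by a likelihood ratio test with an unadjusted p-value no larger than the largest in S1 Table moved the number of genes most, to 157, 679 and 325 in diencephalon and 282, 735 and 236 in telencephalon. With a likelihood ratio test and tagwise dispersion at the same adjusted threshold, 10, 50 and 17 genes were called in diencephalon and 40, 67 and 6 in telencephalon. The paper's S1 Table lists 149, 650 and 304 genes in diencephalon and 275, 687 and 222 in telencephalon. From these numbers, which peak at 60 minutes in both regions (Fig 1A), the paper states that the transcriptional response was greatest 60 minutes after the challenge.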

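Of the genes with an unadjusted p-value under 0.05 in diencephalon, 43.9% were higher in challenged than in control males at 30 minutes, 36.8% at 60 minutes and 59.7% at 120 minutes. In telencephalon these shares were 48.7%, 57.7% and 62.8%. The share in diencephalon at 60 minutes was 23.8% with a likelihood ratio test, 49.5% when only the 10 libraries of that time point were fitted and 49.7% when the library index was added to the model. In telencephalon the share at 60 minutes fell below that of lower genes, to 47.9%, with the 10 libraries alone. At 30 minutes it was 52.2% with all genes of at least 1 count, 55.6% with the stricter filter of 1 cpm in 25 libraries, and between 39.2% and 57.5% with each fish left out in turn. In diencephalon at 30 minutes it lay between 38.6% and 50.5% with each fish left out. Each share is over genes, and no gene passed the adjusted threshold.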

Generally, gene expression was down-regulated 30 and 60 minutes after the social challenge but was up-regulated at the 120 minute time point in diencephalon (Fig 1A).

**Fig 1:**
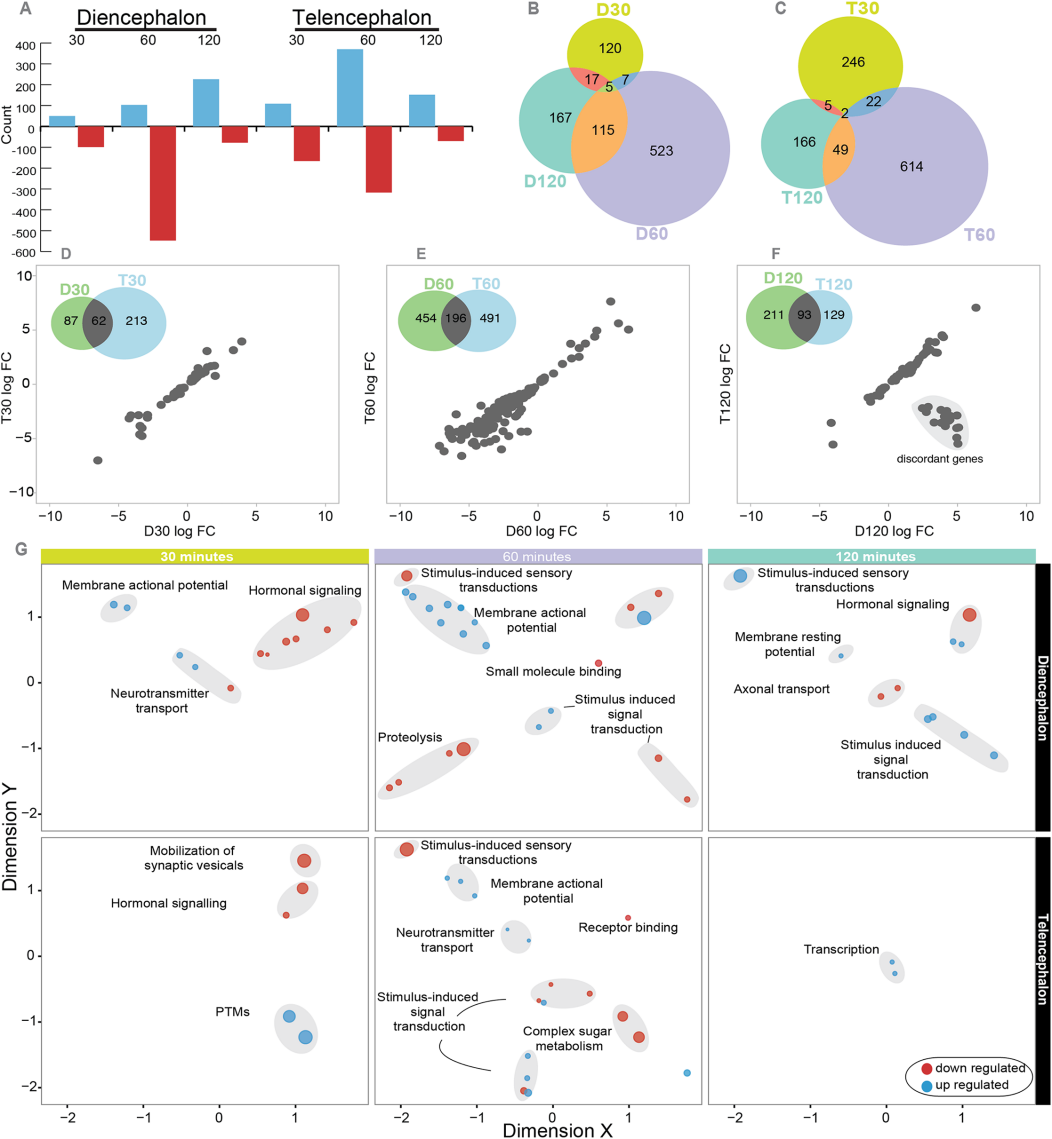
Brain region-specific changes in gene expression in response to a territorial challenge over time. (A) Numbers of up- (blue) and down (red)-regulated genes at 30, 60 and 120 minutes after a territorial challenge in diencephalon and telencephalon. Overlap between differentially expressed genes across time points in diencephalon (B) and telencephalon (C). Correlation between expression in diencephalon (X axis) and telencephalon (Y axis) at 30 min (D), 60 min (E) and 120 min (F) after a territorial challenge. The numbers in the Venn diagram indicate the number of differentially expressed genes in each brain region and the overlap between them at a given time. Scatterplots show the expression pattern of the genes that were shared between brain regions at a time point. Note the cluster of genes in the lower right corner of 1f, hereafter referred to as ‘discordant genes’, which were differentially expressed in both brain regions at 120 minutes but in opposite directions: they were upregulated in diencephalon and downregulated in telencephalon. (G) Functional enrichment of DEGs by time point (columns) and by brain region (rows), shown as revigo-like MDS graphs. Blue indicates enrichment of up-regulated genes, red indicates enrichment of down-regulated genes. Groups of terms with similar functions are highlighted.

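As no gene passed the adjusted threshold at any time point, none was shared between time points in the quasi-likelihood test. With a likelihood ratio test, 7 of the 70 genes called at any time in diencephalon and 0 of 113 in telencephalon were called at 2 or 3 time points. With DESeq2, 5 of 104 and 0 of 147 genes were shared. When genes were counted by an unadjusted likelihood ratio p-value no larger than the largest in S1 Table, 151 of 1005 genes in diencephalon and 84 of 1167 in telencephalon occurred at more than 1 time point.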

The transcriptomic response to a territorial challenge changed rapidly over time in both brain regions (Fig 1B and 1C); in fact, there was little overlap between the differentially expressed genes detected at each time point. 

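The glycoprotein hormone gene cga (ENSGACG00000009153), on groupXV from 6926679 to 6928403 of the Ensembl release 75 annotation, reached 6.75 ± 14.6 cpm (SD, n = 5) in challenged and 461 ± 1024 cpm (SD, n = 5) in control fish. Its log2 fold change was -6.11 (standard error 2.34, adjusted p = 0.646 from the edgeR test), and the exact permutation test gave p = 0.659. In control fish 12 cga was at 2293 cpm, against values between 0 and 11.2 cpm in the other control fish, and over the 10 fits that each left out one fish the log2 fold change lay between -10.90 and 1.18. The growth hormone gene gh1 (ENSGACG00000014829) showed the same pattern, with 671 cpm in fish 12 and a log2 fold change of -5.81 (adjusted p = 0.646 from the edgeR test, exact permutation p = 0.627). Over tshb, prl, cga, lhb, gh1 and nr5a1b the log2 fold changes at 30 minutes ran from -6.11 to -2.70, and no exact permutation p was smaller than 0.262.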

Functional enrichment analysis revealed that early responding genes (30 minutes) were related to hormones and post-translational modifications (PTMs), whereas a strong signature of genes related to metabolism dominated at the 60 minute time point (consistent with [24]). By 120 minutes, differentially expressed functions shifted toward transcription, immune response and homeostasis (Fig 1G, S2 Table).

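In a model with 1 coefficient for each of the 12 groups, 12787 of 17536 genes differed between diencephalon and telencephalon (adjusted p under 0.1, edgeR quasi-likelihood test), with 6157 higher in diencephalon and 6630 higher in telencephalon, and 1943 of them differed more than 2-fold. The first principal component of log2 cpm separated all 60 libraries by region and held 46.2% of the variance. Both regions came from the same fish, and with the fish as a replicate block the number was 14449. The deviations from the group means were positively correlated between the regions of a fish, with a mean r of 0.549 across genes and a positive r in 30 of 30 fish, against -0.0183 between regions of different fish. In control males alone 10997 genes differed.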

Not surprisingly, we detected strong differences in gene expression between brain regions. However, there were some genes that were differentially expressed in both brain regions, and these genes showed a remarkably concordant quantitative pattern of expression across brain regions at 30 and 60 minutes (Fig 1D and 1E). 

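At 30 minutes, the log2 fold changes of the 62 genes that S3 Table lists for both regions had a Pearson r of 0.972 between diencephalon and telencephalon, and at 60 minutes the 196 listed genes had an r of 0.930. All of these genes changed in the same direction in both regions. With fish 8 left out, 172 genes changed in the same direction at 60 minutes and 21 in opposite directions. In any other fit without 1 fish, at most 3 genes changed in opposite directions at 30 or 60 minutes. These correlations are across genes, which are not independent replicates, so no p-value is given. Spearman's rho was 0.980 at 30 minutes and 0.927 at 60 minutes. The genes were selected by the paper for a difference in both regions, and both regions came from the same fish. Over all 17168 genes tested in both regions, which moved these values most, r was 0.478 at 30 minutes and 0.738 at 60 minutes.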

Specifically, genes that were strongly upregulated in diencephalon in response to a territorial challenge were also strongly upregulated in telencephalon (correlation > 0.9). 

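The correlation over the genes of S3 Table lay between 0.898 and 0.980 at 30 minutes and between 0.917 and 0.939 at 60 minutes across the 30 fits that each left out one fish. When genes were chosen instead by an unadjusted likelihood ratio p-value no larger than the largest in S1 Table in both regions, r was 0.932 over 64 genes at 30 minutes and 0.925 over 237 genes at 60 minutes.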

The pattern at 120 minutes was different, with a subset of genes (n = 18, hereafter referred to as ‘discordant genes’, S3 Table) showing the opposite pattern of regulation in the two brain regions. These 18 genes, which were upregulated in diencephalon and downregulated in telencephalon after the territorial challenge (Fig 1F), are primarily related to visual perception and include retinal genes (e.g. *rom1b*, *rom 1a*, opsins), circadian genes (e.g. *crx*, opsins) and phosphodiesterases, which have been repeatedly duplicated in the stickleback genome and acquired new functions [25].

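At 120 minutes r was 0.0653 over the 93 genes of S3 Table, of which 75 changed in the same direction in both regions and 18 in opposite directions. Over the 75 genes alone r was 0.987. With genes chosen by the likelihood ratio p-value r was 0.0392 over 102 genes, 21 of them in opposite directions, and over all genes it was 0.251. In alternatives chosen after seeing the data, r was 0.450 over the 65 genes with a quasi-likelihood p-value no larger than the largest in S1 Table in both regions. Over the 93 genes it was 0.834 when the changes were taken as differences of mean log2 cpm (prior count 2), with 9 genes in opposite directions. The difference between the regions' responses was tested as an interaction of region and treatment at 120 minutes. It was between 4.68 and 10.41 on the log2 scale for the 18 genes, all 18 had an unadjusted p-value under 0.05, and none passed the adjusted threshold over all genes (smallest adjusted p = 0.819, edgeR quasi-likelihood test), whereas all 18 passed it when p-values were adjusted over these genes alone, which were listed for this pattern in the same data. With the fish as a replicate block none passed either, and 15 had an unadjusted p-value under 0.05. With a likelihood ratio test 11 of the 18 genes were called. When fish 19, a challenged male, was left out, the differences lay between 0.31 and 2.79, 0 of the 18 genes had an unadjusted p-value under 0.05 and r over the 93 genes was 0.975. Without any one of the other fish of that time point, 17 or 18 of these genes had an unadjusted p-value under 0.05.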

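The photoreceptor outer-segment gene rom1b (ENSGACG00000016903), on groupIV from 5039722 to 5043757, was at 14.4 ± 32.0 cpm (SD, n = 5) in challenged and 0.462 ± 0.184 cpm (SD, n = 5) in control fish in diencephalon at 120 minutes, a log2 fold change of 4.95 (standard error 1.90, adjusted p = 0.646 from the edgeR test) with an exact permutation p of 0.984. Of the 5 challenged fish 1 lay above the median of the controls. In that fish, fish 19, rom1b was at 71.6 cpm and in the other challenged fish between 0.0287 and 0.155 cpm. In telencephalon rom1b was at 0.0615 ± 0.0588 cpm (SD, n = 5) in challenged and 2.00 ± 3.51 cpm (SD, n = 5) in control fish, a log2 fold change of -4.90 (adjusted p = 0.604 from the edgeR test), and no challenged fish exceeded the median of the controls (exact permutation p = 0.0476). For its paralog rom1a (ENSGACG00000020277) the log2 fold change was 3.98 in diencephalon (exact permutation p = 0.786) and -2.29 in telencephalon (exact permutation p = 0.135). With each fish left out in turn, the log2 fold change in diencephalon lay between -2.40 and 5.28 for rom1b and between -3.62 and 4.30 for rom1a, and the sign changed only without fish 19.

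**Figure D1:**
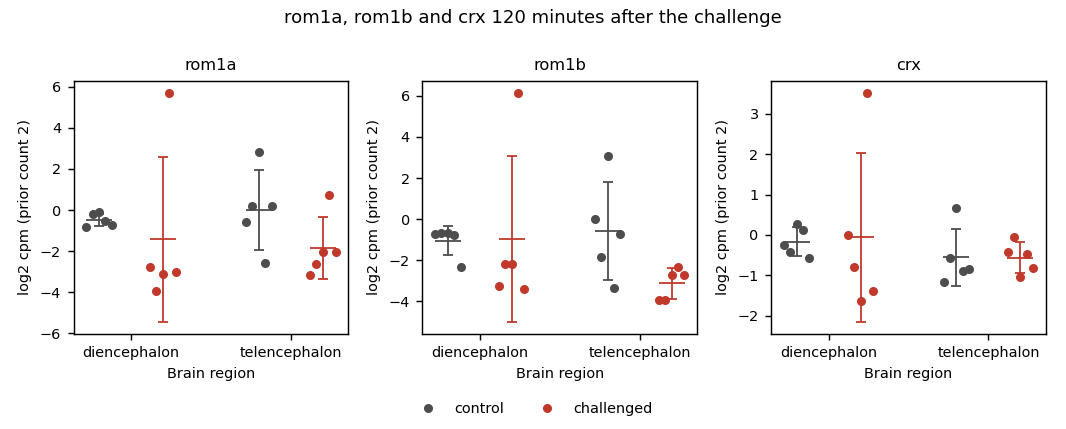
log2 cpm (prior count 2) of rom1a, rom1b and crx in diencephalon and telencephalon 120 minutes after the challenge. Each point is 1 fish (5 challenged in red and 5 control in grey per region), and bars are the mean and SD. One challenged fish, fish 19, lies far above the others in diencephalon.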

### Waves of transcription in response to a territorial challenge

In order to find genes that changed in a coordinated fashion in response to a territorial challenge, we first analyzed the gene expression data by testing for main effects and interactions between them. We built separate generalized linear models for each brain region and were particularly interested in genes whose time course of expression was influenced by the territorial intrusion (time x treatment interaction term). There were 758 and 739 such genes in diencephalon and telencephalon, respectively, hereafter referred to as DEG_x_ (FDR < 0.1, S4 Table).

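In the joint test of the 3 treatment coefficients (edgeR quasi-likelihood test with 3 degrees of freedom), 0 genes passed the adjusted threshold in diencephalon or telencephalon, and the smallest adjusted p-values were 0.489 and 0.493. Without adjustment, 1195 genes in diencephalon and 1246 in telencephalon had a p-value under 0.05. With a likelihood ratio test 174 and 148 genes were called, and with DESeq2 39 and 83. An unadjusted likelihood ratio p-value no larger than the largest in S4 Table gave 789 and 793 genes. Testing only the 2-degree-of-freedom interaction of time and treatment called 0 genes in both regions.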

We next used hierarchical clustering of the DEG_x_ to determine whether there were clusters of genes that changed in concert together. 

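The clustering was repeated on the 758 and 739 genes that S4 Table lists for diencephalon and telencephalon, with their 3 log2 fold changes from the edgeR fit, Euclidean distances, ward.D linkage and a tree height of 25. It gave 14 clusters in diencephalon and 13 in telencephalon. With the log2 fold changes that S4 Table itself lists, the numbers were 13 and 12. With ward.D2 linkage at the same height, 4 clusters were found in each region.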

We identified 12 and 13 clusters in diencephalon and telencephalon, respectively (Fig 2A and 2B, S4 Table). Each cluster had a particular expression profile over time in response to a territorial challenge. 

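The 6 genes of cluster D1 had a median log2 fold change of -5.40 at 30 minutes, 3.16 at 60 minutes and -6.86 at 120 minutes. At 60 minutes all 6 were higher in challenged than in control males, and at the other time points none was. These genes (tshb, prl, cga, lhb, gh1 and nr5a1b) were placed in the cluster by the same fold changes. With each fish left out in turn, each turned positive in 1 fit at 30 minutes, and prl turned negative in 1 fit at 60 minutes. At 120 minutes none changed sign. The highest control value of all 6 was that of fish 12 at 30 minutes and fish 32 at 120 minutes.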

For example, cluster D1 comprised a set of genes that were downregulated at 30 mins, upregulated at 60 mins and downregulated again at 120 mins. On the other hand, cluster D2 comprised a set of genes that were upregulated at 30 mins, downregulated at 60 mins and then strongly upregulated at 120 mins.

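The 31 genes of cluster D2 had a median log2 fold change of -0.43 at 30 minutes, -5.73 at 60 minutes and 4.36 at 120 minutes. At 30 minutes 6 of the 31 genes were higher in challenged males, at 60 minutes none was and at 120 minutes all were.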

**Fig 2:**
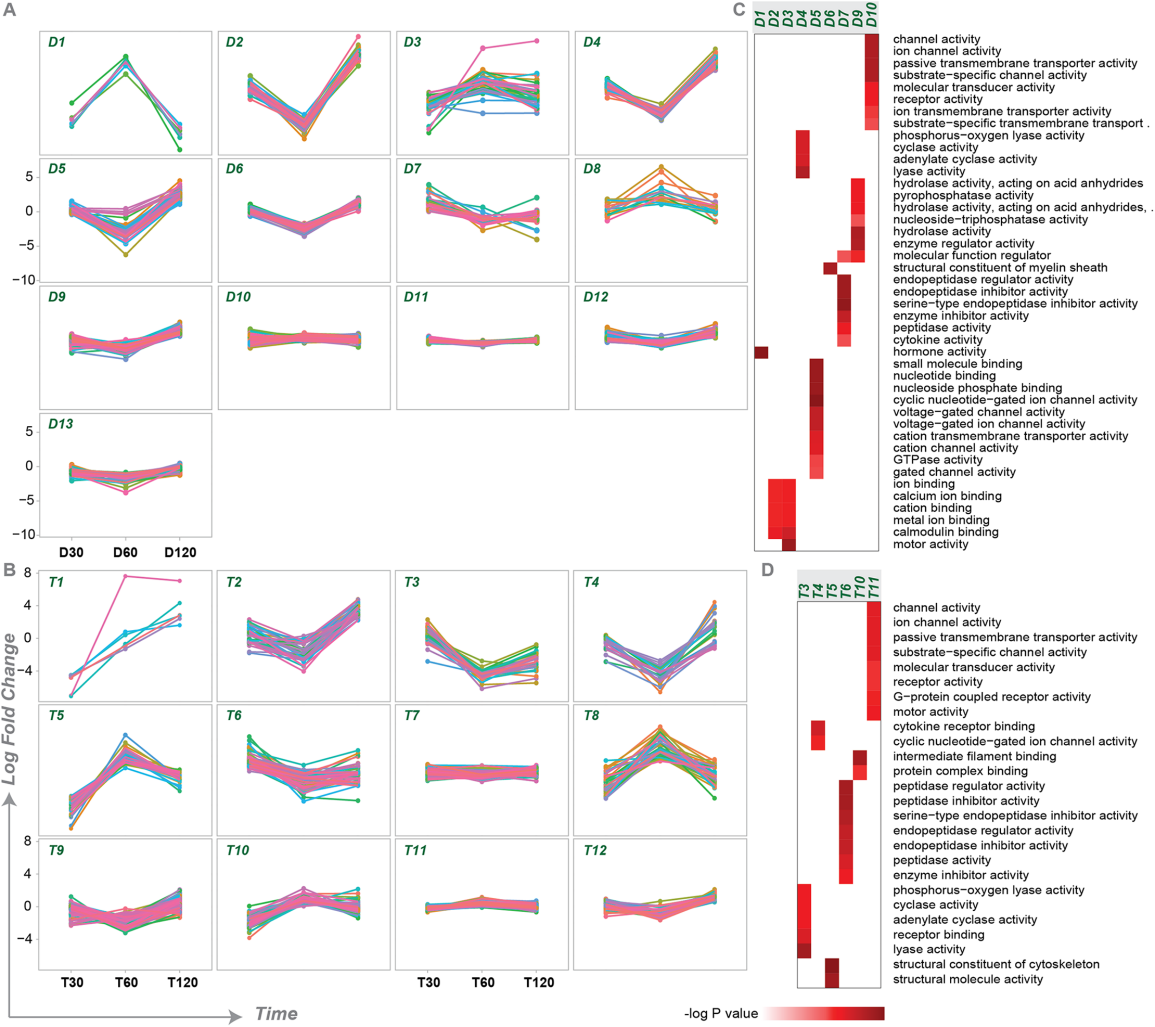
Hierarchical clustering of genes whose expression profiles changed over time in response to a territorial challenge (DEG_x_) and their functional enrichments. Hierarchical clustering grouped together genes with similar expression profiles over time. 13 clusters were identified in diencephalon (D1-D13, A). 12 clusters were identified in telencephalon (T1-T12, B). Each line represents the expression pattern of a different gene, where positive fold change indicates upregulation and negative fold change indicates downregulation in response to a territorial challenge. Clusters of genes with similar expression profiles (columns) had different GO molecular functions associated with them (rows); C) diencephalon; D) telencephalon. Some clusters did not have significant functional enrichment.

Functional analysis revealed that genes with similar time-course profiles also tended to have similar functions. For instance, cluster D1 comprised hormonal genes such as *tshb*, *prl*, *cga*, *lhb* and *gh1*, and a nuclear receptor transcription factor *nr5a1b*, which binds to a *prl* (encoding prolactin) promoter [26]. In contrast, cluster T2 included transcription factors such as *pax7* (both *a* and *b* paralogs), *irx (2a*, *3a and 5a)*, *tfap2b*, *shox*, *sp5l*, *DMBX1* and *pou4f2* and two hormonal genes known to be very important to social behavior (*avp* and *oxt*). 

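Over tshb, prl, cga, lhb, gh1 and nr5a1b, the log2 fold changes in diencephalon ran from 1.37 to 4.00 at 60 minutes, and over prl, cga, lhb and gh1 from -9.62 to -5.85 at 120 minutes, and no adjusted p-value was under 0.1 (edgeR quasi-likelihood test). With each fish left out in turn, the highest value at 120 minutes was -0.46 for cga, -0.38 for gh1, -0.92 for lhb and -6.70 for prl. For prl, control fish 32 and 10 were both high (515 and 55.9 cpm), a dependence that leaving out 1 fish cannot show. At 120 minutes cga (ENSGACG00000009153) was at 0.279 ± 0.283 cpm (SD, n = 5) in challenged and 58.7 ± 130.4 cpm (SD, n = 5) in control fish, with a log2 fold change of -7.65 (adjusted p = 0.654 from the edgeR test) and an exact permutation p of 0.198. In control fish 32 it was at 292 cpm, against values between 0.103 and 0.647 cpm in the other control fish. No challenged library had more than 3 counts of tshb or nr5a1b at 120 minutes, so their means were at least 14.2-fold and at least 8.18-fold lower than in controls. Both bounds rest on control fish 32, with 268 counts of tshb and 155 of nr5a1b. No other control library had more than 3 counts of either gene. The exact permutation p of 0.0317 for tshb was the smallest over the 6 genes and 3 time points and was not adjusted for these 18 tests. The location of tshb (ENSGACG00000005276) is groupXVII from 3500288 to 3502491 and that of gh1 (ENSGACG00000014829) is groupXI from 16069731 to 16072008.

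**Figure D2:**
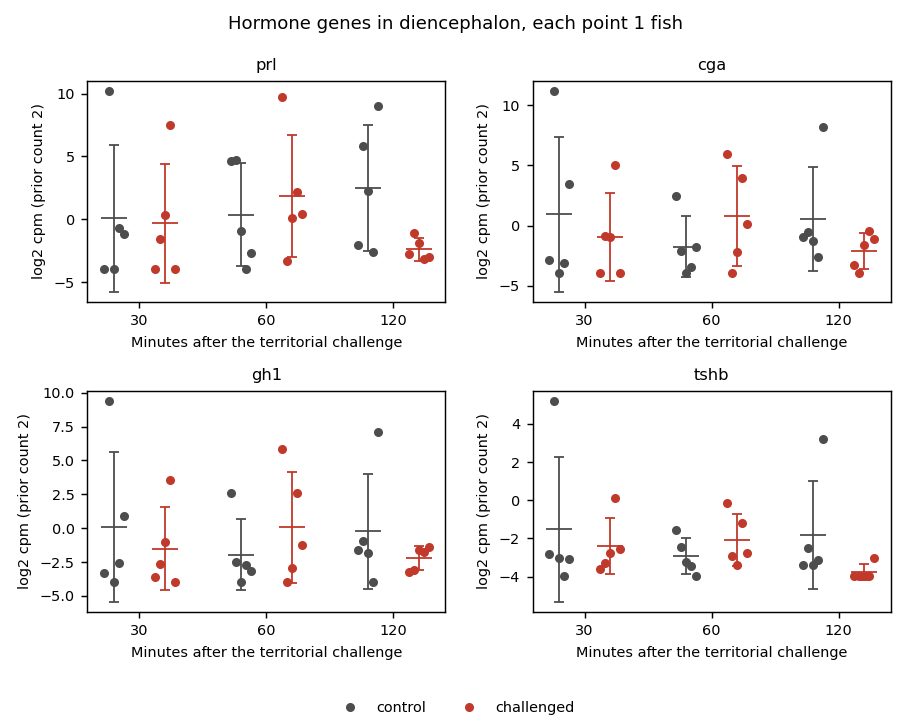
log2 cpm (prior count 2) of prl, cga, gh1 and tshb in diencephalon at 30, 60 and 120 minutes. Each point is 1 fish (5 challenged in red and 5 control in grey per time point), and bars are the mean and SD. Single fish, among them control fish 12 at 30 minutes and control fish 32 at 120 minutes, lie far above the rest of their group.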

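In telencephalon at 120 minutes all 12 genes named for cluster T2 were higher in challenged fish. For pax7a, pax7b and DMBX1 (2 of 2) no control library had more than 3 counts, so the means were at least 8.37-fold, 19.9-fold and 11.0-fold higher, and the log2 fold changes of the other 9 genes ran from 2.71 to 4.17. These bounds rest on challenged fish 1 and 9, with 44 and 99 counts of pax7a, 104 and 239 of pax7b and 52 and 137 of DMBX1. No other challenged library had more than 8 counts of any of these genes. No adjusted p-value was under 0.1 (edgeR quasi-likelihood test), and the exact permutation p-values ran from 0.0635 to 0.357. pax7a (ENSGACG00000012890), on groupXII from 17018402 to 17065768, was at 1.08 ± 1.44 cpm (SD, n = 5) in challenged and 0.0479 ± 0.0444 cpm (SD, n = 5) in control fish, and pax7b (ENSGACG00000001703) at 2.57 ± 3.48 cpm (SD, n = 5) in challenged and 0.0884 ± 0.0479 cpm (SD, n = 5) in control fish, so that the SD in challenged fish was larger than the mean for both paralogs. oxt (ENSGACG00000006569) on groupXIII was at 153 ± 227 cpm (SD, n = 5) in challenged and 8.53 ± 17.8 cpm (SD, n = 5) in control fish, and avp (ENSGACG00000006670), its neighbor on the same chromosome, had a log2 fold change of 2.81 (standard error 1.55, adjusted p = 0.798 from the edgeR test). With each fish left out in turn, the log2 fold change of avp lay between 1.82 and 4.87 and that of oxt between 2.91 and 8.17. Among challenged fish oxt was at 509 cpm in fish 9, 253 cpm in fish 13 and between 0.306 and 0.917 cpm in the others. Leaving out 1 fish cannot show that the change of oxt rests on both of these fish. The mean log2 cpm of the 12 genes was higher in challenged fish by 1.89 (exact permutation p = 0.151). Reads of the paralogs pax7a and pax7b could have been split or excluded by the authors' counting.

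**Figure D3:**
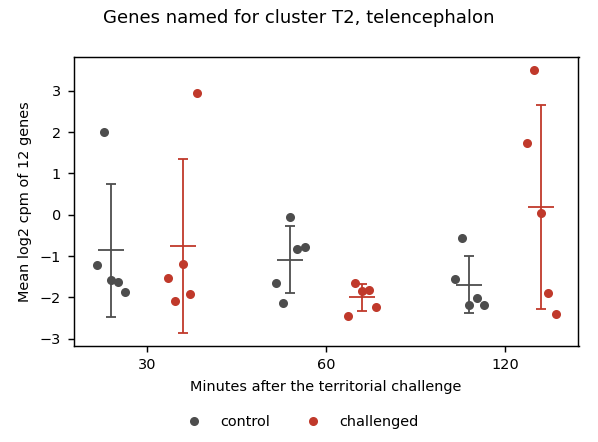
Mean log2 cpm (prior count 2) of the 12 genes named for cluster T2 in telencephalon at 30, 60 and 120 minutes. Each point is 1 fish (5 challenged in red and 5 control in grey per time point), and bars are the mean and SD. At 120 minutes the challenged fish spread from below the lowest to far above the highest control fish.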

The clustering of hormonal genes with transcription factors suggests a complex interplay between hormones with transcription factors in response to a territorial challenge. Clusters D2 and T3 included the genes that exhibit the discordant pattern of expression across brain regions at 120 minutes (Fig 1F).

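Of the 18 discordant genes, 12 are in cluster D2, 5 in cluster D4 and 1 in cluster D5 by S4 Table, and all 18 are among the 33 genes of cluster T3.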

Functional enrichment analysis confirmed that each cluster of genes is associated with its own unique set of functions (Fig 2C and 2D, S5 Table). GO terms enriched in cluster D10, for example, were not shared with any other cluster, while cluster D4 also associated with its own unique set of GO terms. These results are consistent with the hypothesis that there are waves of transcription associated with different biological functions following a social interaction. 

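The median log2 fold changes at 30, 60 and 120 minutes were 0.22, -4.34 and -2.86 for cluster T3, 0.23, 2.27 and 0.28 for cluster D8, -3.87, 1.60 and -0.56 for cluster T5 and -1.50, 2.85 and -0.40 for cluster T8. For cluster D4 they were -0.29, -4.13 and 3.27, for cluster T1 -4.81, -0.17 and 2.84 and for cluster T4 -0.29, -4.35 and 1.42. The largest of the 3 values fell at 30 minutes in 33 of the 33 genes of T3, of which 19 were higher in challenged males at that time. It fell at 60 minutes in 15 of the 16 genes of D8, 44 of 44 of T5 and 34 of 35 of T8, and at 120 minutes in all 52 genes of D4, 5 of 6 of T1 and 20 of 22 of T4. These genes were placed in clusters by the same fold changes.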

Some biological functions peak early then subside (e.g., cluster T3), while others peak at 60 minutes (e.g., D1, D8, T5, T8); still others peak hours (120 mins, e.g., D2, D4, T1, T4) following a social interaction.

### Transcription factors within a gene regulatory network coordinate waves of transcription

Next, to identify genes that regulate transcriptional changes in the stickleback brain in response to a territorial challenge, we reconstructed a transcriptional regulatory network (TRN) model using the ASTRIX approach [27]. We used the gene expression data to identify regulatory interactions between transcription factors and their predicted target genes (see methods). ASTRIX infers a genome-scale TRN model capable of making quantitative predictions about the expression levels of genes given the expression values of the transcription factors. The full TRN is in S1 Fig.

We then integrated the DEG_x_ from the hierarchical clustering analysis with the TRN in order to find transcription factors that are predicted to regulate the clusters. This integration proved to be insightful because it connected dynamic gene expression to interacting transcription factors within a gene regulatory network. For example, the transcription factors *dlx4a*, *grhl3* and *si*:*ch211-157c3*.*4* were predicted to regulate cluster D9 (enriched for energy metabolism and immune response) and were connected to each other in the network. This analysis therefore allows us to identify transcription factors within a gene regulatory network that we hypothesize are regulating clusters of genes that change in a coordinated fashion in response to a territorial challenge (Fig 3).

**Fig 3:**
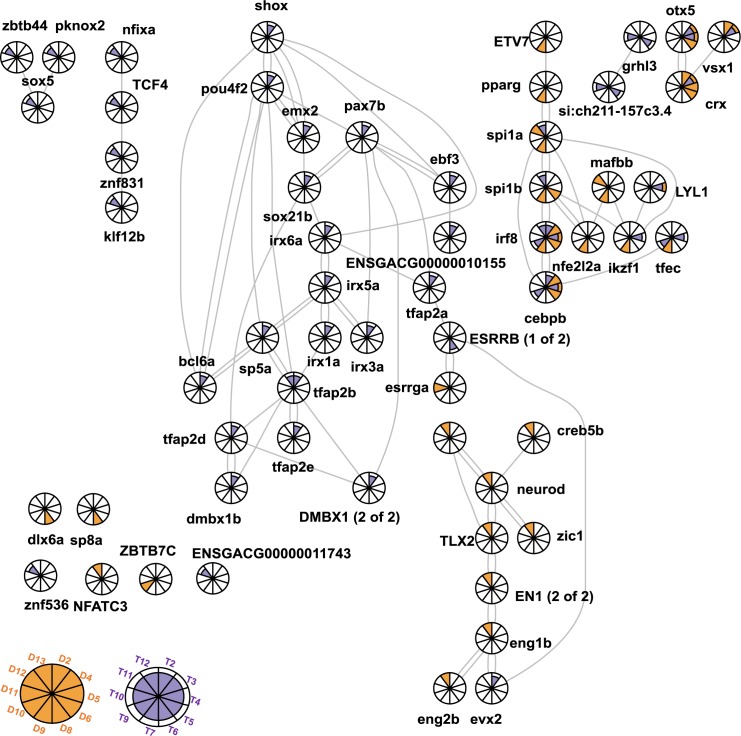
Network of interacting transcription factors (TFs) in the transcriptional regulatory network highlighting enrichments of TFs in clusters of DEG_x_. Each node represents a TF. Slices of pie correspond to different clusters in diencephalon or telencephalon; the key to the clusters is in the lower left corner. A full orange slice represents a diencephalon cluster. A purple half slice represents a telencephalon cluster, a purple and orange slice represents clusters in both brain regions. For example, *cebpb* is predicted to regulate D4, D5, D6, T3, T4, T9.

Indeed, closer examination of the dynamics of expression of transcription factors and their targets revealed that many of the transcription factors in the TRN showed expression patterns consistent with the cluster they were predicted to regulate. 

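The transcription factor irf8 (ENSGACG00000015958), on groupII from 12097880 to 12101467, had log2 fold changes of 0.03 at 30 minutes, -1.82 at 60 minutes and 1.22 at 120 minutes in diencephalon. At 60 minutes it was at 14.4 ± 3.58 cpm (SD, n = 5) in challenged and 50.4 ± 90.0 cpm (SD, n = 5) in control fish, all 5 challenged fish lay above the median of the controls, and the exact permutation test gave p = 0.976. In control fish 8 irf8 was at 211 cpm, against values between 8.35 and 12.6 cpm in the other control fish, and without one fish at a time the log2 fold change lay between -2.10 and 0.49. At 120 minutes irf8 was at 38.9 ± 47.9 cpm (SD, n = 5) in challenged and 16.7 ± 11.0 cpm (SD, n = 5) in control fish (exact permutation p = 0.452). Without one fish at a time its log2 fold change at 120 minutes lay between 0.13 and 1.71. cebpb (ENSGACG00000011827) had log2 fold changes of -0.07, -1.50 and 1.24 at 30, 60 and 120 minutes, with exact permutation p-values of 0.778, 0.984 and 0.0952. Its log2 fold change at 60 minutes lay between -1.75 and 0.38 with one fish left out in turn. At 120 minutes cebpb was at 9.60 ± 8.62 cpm (SD, n = 5) in challenged and 4.07 ± 1.56 cpm (SD, n = 5) in control fish and all 5 challenged fish lay above the median of the controls. No adjusted p-value of either gene was under 0.1 (edgeR quasi-likelihood test), and the joint test of the 3 time points gave an unadjusted p-value of 0.0631 for irf8 and 0.0342 for cebpb. All 57 genes of cluster D5 had median log2 fold changes of 0.13, -3.17 and 2.44 and all 64 genes of cluster D6 of 0.12, -2.29 and 1.31, whether or not they are predicted targets.

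**Figure D4:**
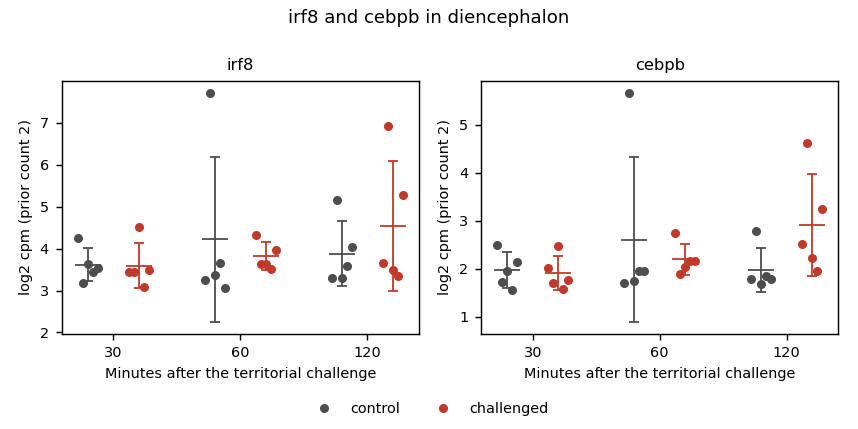
log2 cpm (prior count 2) of irf8 and cebpb in diencephalon at 30, 60 and 120 minutes. Each point is 1 fish (5 challenged in red and 5 control in grey per time point), and bars are the mean and SD. Control fish 8 lies above the other control fish at 60 minutes for both genes.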

For example, the expression pattern over time of *irf8* and *cebpb* was very similar to the expression pattern of their predicted targets (D4, D5, D6, D9: no change, down, up).

The TRN offered a number of insights into the spatiotemporal dynamics of gene expression in response to a territorial challenge. For example, the TRN can help explain striking patterns in the gene expression results, such as the discordant genes that were upregulated in diencephalon and downregulated in telencephalon 120 minutes after a social challenge (Fig 1F). 

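In diencephalon at 120 minutes the transcription factor otx5 (ENSGACG00000005793) was at 2.86 ± 5.70 cpm (SD, n = 5) in challenged and 0.459 ± 0.309 cpm (SD, n = 5) in control fish, a log2 fold change of 2.60 (adjusted p = 0.700 from the edgeR test, exact permutation p = 0.786), and vsx1 (ENSGACG00000012138) was at 0.735 ± 1.63 cpm (SD, n = 5) in challenged and 0.0456 ± 0.0387 cpm (SD, n = 5) in control fish (exact permutation p = 0.992). No control library had more than 3 counts of vsx1, so its mean was at least 6.67-fold higher in challenged fish. This bound rests on challenged fish 19, with 79 counts, as no other challenged library had more than 1 count of vsx1. Challenged fish 19 held the highest value of both, with 13.1 cpm of otx5 and 3.65 cpm of vsx1. In telencephalon otx5 had a log2 fold change of -0.88 (exact permutation p = 0.357), and vsx1 did not pass the filter of 1 cpm in 2 libraries.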

The discordant genes were in clusters D2 and T3, which were predicted to be regulated by the set of connected transcription factors *otx5*, *vsx1* and *crx*. *Crx*, implicated with circadian rhythm in addition to visual functions [28], is noteworthy because its expression profile was consistent with the expression pattern of the discordant genes: *crx* was upregulated in diencephalon and downregulated in telencephalon at 120 minutes. 

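Crx (ENSGACG00000020178), on groupVII from 12798591 to 12800846, was at 2.70 ± 4.92 cpm (SD, n = 5) in challenged and 0.847 ± 0.229 cpm (SD, n = 5) in control fish in diencephalon at 120 minutes, a log2 fold change of 1.67 (adjusted p = 0.798 from the edgeR test, exact permutation p = 0.968). In telencephalon it was at 0.631 ± 0.185 cpm (SD, n = 5) in challenged and 0.696 ± 0.468 cpm (SD, n = 5) in control fish, a log2 fold change of -0.15 (exact permutation p = 0.992), and 4 of 5 challenged fish lay above the median of the controls. The log2 fold change of crx in telencephalon at 120 min was 0.46 when the library index was added to the model, and over the fits that each left out one fish it lay between -0.32 and 0.36, against between -0.74 and 1.96 in diencephalon.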

A full list of the TFs in the TRN that were enriched in the DEG_x_ is in S6 Table.

### Linking changes in gene expression to changes in chromatin accessibility

While chromatin is suspected to change relatively slowly compared to mRNA in adult tissues, changes in chromatin accessibility can be an important driver of changes in gene expression [29]. However, little is known about the impact of short-term behavioral interactions on the chromatin landscape.

To test the hypothesis that a brief social interaction has consequences for the epigenome, we used chromatin immunoprecipitation on histone H3 subunits with acetylated lysine 27 (H3k27Ac ChIP-Seq), a marker of accessible chromatin, to assess changes in genome-wide chromatin accessibility at two time points (30 and 120 minutes) following a territorial challenge in diencephalon. These experiments revealed tens of thousands of H3K27Ac peaks in each sample tested with robust *p* values and enrichment (S7 Table; see Methods for details). We distinguish between areas of the genome that were accessible in controls (‘baseline accessible peaks’) from areas of the genome whose accessibility changed in response to a territorial challenge (i.e. differed between control and experimental males, ‘differentially accessible peaks’, DAPs).

Most of the genes were accessible at baseline (S2 Fig). There were 23656 and 18797 baseline accessible peaks (≥4-fold change in peak difference between sample and input, and p < 10^−4^) associated with 12630 and 11723 genes (within 20kb) at 30 minutes and 120 minutes, respectively (S8 Table).

However, there were a large number of genes whose accessibility was affected by a territorial challenge, particularly 120 minutes following the challenge (Fig 4A and 4B, S8 Table). There were 2868 differentially accessible peaks (DAPs) that were associated with 1975 genes (within 20kb, DAPs; 2-fold and p < 10^−4^). Representative DAPs are shown in Fig 4D, 4E and 4F. Many (n = 97) of the peaks that were differentially accessible at 120 minutes were near genes whose expression profile changed over time in response to a territorial challenge (DEG_x,_ Fig 4C). The DEG_x_ associated with nearby DAPs (hereafter referred to as DAPDEG_x_) were not a random set, but were enriched for specific functional categories: functions related to stimulus response, cell signaling and development were highly enriched in this gene set (S9 Table).

**Fig 4:**
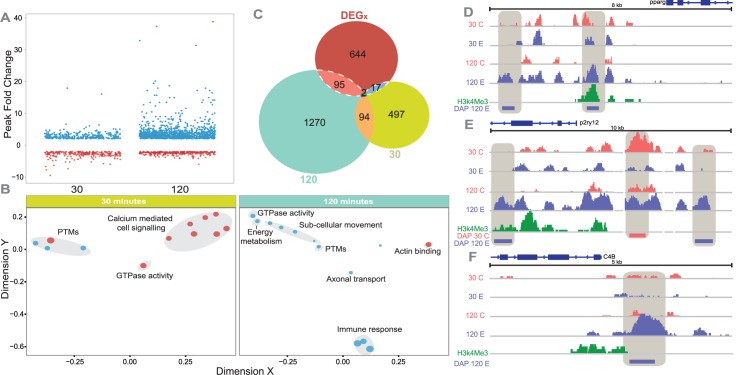
Connecting gene expression and chromatin accessibility in diencephalon. (A) Fold change of differentially accessible peaks at 30 minutes and 120 minutes; blue indicates up in experimental, red indicates down in experimental. (B) Functional enrichment (molecular function) of genes associated with differentially accessible peaks at 30 minutes and 120 minutes. Blue indicates up in challenged, red indicates down in challenged. (C) Overlap of genes whose expression profile changed over time in response to a social interaction (DEG_x_) with genes associated with differentially accessible peaks at 30 minutes and 120 minutes. The overlap between DEG_x_ and accessibility at 120 minutes is statistically significant (P<0.0001). (D-F) Examples of differentially accessible peaks around DEG_x_. Separate tracks are shown for H3K27Ac peaks in control 30 min, experimental 30 min, control 120 min, experimental 120 min, and H3k4Me3, which marks the location of the promoter. (D) *Pparg* (a TF in D9 and also present TRN) was more accessible at 120 minutes and was also up-regulated at 120 minutes. (E) *P2ry12* (cluster D9) is purinergic receptor involved in synaptic plasticity [65] that was more accessible in controls at 30 minutes then become more accessible in experimental animals at 120 minutes. *P2ry12* is known to stimulate microglia migration toward neuronal damage [66]. (F) *C4B* (cluster D9) was not accessible at baseline but became accessible at 120 mins.

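Pparg (ENSGACG00000001665) in diencephalon at 120 minutes was at 14.5 ± 10.1 cpm (SD, n = 5) in challenged and 7.92 ± 4.54 cpm (SD, n = 5) in control fish, a log2 fold change of 0.87 (standard error 0.51, adjusted p = 0.817 from the edgeR test). All 5 challenged fish lay above the median of the controls, with an exact permutation p of 0.175, and the log2 fold change stayed between 0.40 and 1.29 with each fish left out in turn. Expression was measured in the RNA-seq fish, which are other males than those of the chromatin experiment.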

The territorial challenge had dramatic consequences for chromatin in terms of peak size, with fold enrichment or depletion in specific peaks after challenge as high as 30-40x (Fig 4A). There was a general trend toward more accessibility at the 120 min following a territorial challenge, consistent with the general pattern of up-regulation of DEGs in diencephalon at the 120 min time point (Fig 1A).

Computational analysis suggests a small set of peaks (associated with 24 genes) that were inaccessible in the control group but which became accessible in response to a territorial challenge at 120 minutes, and are possible pioneer factors (S9 Table). A representative sample is in Fig 4F, which shows a differential peak within 5kb upstream of *C4B*. The peaks that were inaccessible at baseline but became accessible in response to a territorial challenge included several that are near genes associated with the immune response, e.g. *irg1*, *lcp1*, *ccr8*.*1*, *pstpip1b*, *PRF1*, *C4B*, zc3h12a.

Table 1 illustrates how changes in chromatin are linked to the activity of transcription factors in the TRN and the expression of their targets over time. All of the transcription factors in Table 1 are in the TRN and the genes encoding these TFs were all associated with DAPs that either became accessible, or became more accessible, in response to a territorial challenge at 120 minutes. All but one of these TFs (*NFATC3*) regulate clusters of genes that are upregulated at 120 minutes (e.g. clusters D9, D12, D6, D12, D5). 

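NFATC3 (ENSGACG00000016365), on groupII from 14997944 to 15034759, had log2 fold changes of -0.30, -0.80 and -0.09 at 30, 60 and 120 minutes in diencephalon. At 60 minutes NFATC3 was at 7.76 ± 0.504 cpm (SD, n = 5) in challenged and 13.5 ± 6.74 cpm (SD, n = 5) in control fish and no challenged fish exceeded the median of the controls (exact permutation p = 0.0238, adjusted p = 0.622 from the edgeR test). At 120 minutes the sign changed in some of the fits that each left out one fish, which gave values between -0.41 and 0.05. The joint test of the 3 time points gave NFATC3 an unadjusted p-value of 0.0468.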

Several transcription factors (*NFATC3*, *irf8*, *pparg* and *cebpb*) were themselves differentially expressed over time, and their expression tracks the expression of their targets. The overall pattern of chromatin becoming more accessible at 120 minutes suggests that there are transcriptomic consequences of a brief territorial challenge that persist for more than two hours afterwards.

**Table 1:** Integrating TFs with DEG_x_ and chromatin accessibility. These TFs are in the TRN and are enriched in the DAPDEG_x_ with accessibility indicated. Some of the TFs (in bold) were differentially expressed and in a cluster. The general expression pattern of their cluster is indicated. A complete set of enrichments is in S10 Table.

*TF*	Description	Cluster	Expression pattern	Accessibility
***pparg***	peroxisome proliferator activated receptor gamma	D9	Up, down, up	More accessible at 120E
*ikzf1*	IKAROS family zinc finger 1 (Ikaros)			Became accessible at 120E
*ETV7*	ets variant 7			More accessible at 120E
*mafbb*	v-maf musculoaponeurotic fibrosarcoma oncogene family, protein B, duplicate b			Became accessible at 120E
***cebpb***	CCAAT/enhancer binding protein (C/EBP), beta	D9	No change, down, up	More accessible at 120E
*spi1b*	spleen focus forming virus (SFFV) proviral integration oncogene spi1b			Became accessible at 120E
***irf8***	interferon regulatory factor 8	D9	No change, down, up	Became accessible at 120E
***NFATC3***	nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 3	D11	Down, down, no change	More accessible at 120E

## Discussion

By integrating different types of transcriptomic and epigenomic data (RNA-Seq, H3K27Ac ChIP-Seq) with rigorous computational analyses, we show heretofore underappreciated consequences of social interactions for the brain transcriptome and epigenome. We detected dramatic changes in gene expression over time in response to a brief territorial challenge: clusters of genes enriched for particular biological functions changed in a coordinated fashion, over a period extending for hours afterwards. Using a TRN and generalized linear model, we linked changes in gene expression to the activity of transcription factors, which we propose to be factors that regulate them. Moreover, we demonstrate that a brief social interaction was sufficient to cause changes in the accessibility of chromatin elements throughout the genome, including many linked to DEGs. While conventional wisdom is that chromatin changes relatively slowly in adult tissues, there is some precedent for our findings of rapid response in adult brain; for example, epigenetic responses to strong stimuli such as cocaine can happen quickly, e.g. within an hour [30]. Indeed, there is growing evidence from the learning and memory literature that chromatin can be very dynamic [31–34], and changes in chromatin accessibility in response to a social challenge have been reported in other species [35]. The magnitude of epigenomic plasticity we observed in response to a territorial challenge is also noteworthy. Hundreds of genes were closely linked to differentially accessible chromatin peaks, and for many of these we found dramatic differences in the degree of accessibility, measured by enrichment for H3K27Ac, following a social interaction (Fig 4B). Indeed, a territorial challenge was sufficient to cause some genes that were not clearly associated with accessible chromatin prior to a territorial challenge to become accessible afterwards (S10 Table). We hypothesize that a territorial intrusion provoked dramatic responses at the transcriptomic and epigenomic level in male sticklebacks because successful territory defense is so consequential in this species, with strong implications for fitness.

Changes in gene expression over time were similarly dramatic, consistent with the hypothesis that there are waves of transcription associated with different temporal aspects of behavioral plasticity–some genes are involved in the initial reaction to a conspecific, others with responding to social information and still others involved in recovery and preparing for the future. The early hormonal response parallels the time course of the neuroendocrine response to aggression, which involves both the hypothalamic-pituitary-adrenal (interrenal in fishes) axis and the hypothalamic-pituitary-gonadal axis in vertebrates [36], including in sticklebacks [37]. Interestingly, prolactin–a hormone associated with maternal care–was also recruited in response to a territorial challenge. This result is consistent with the hypothesis that aggression and parental care share common neuroendocrine and neurogenomic substrates [36]. 

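The prolactin gene prl (ENSGACG00000006561), on groupXI from 3126464 to 3129991 of the Ensembl release 75 annotation, was at 36.3 ± 80.3 cpm (SD, n = 5) in challenged and 234 ± 524 cpm (SD, n = 5) in control fish in diencephalon at 30 minutes, at 169.7 ± 376 cpm (SD, n = 5) in challenged and 10.3 ± 13.9 cpm (SD, n = 5) in control fish at 60 minutes and at 0.160 ± 0.153 cpm (SD, n = 5) in challenged and 115 ± 225 cpm (SD, n = 5) in control fish at 120 minutes. The log2 fold changes were -2.70, 4.00 and -9.62, with exact permutation p-values of 0.873, 0.619 and 0.0714 and adjusted p-values of 0.895, 0.823 and 0.654 from the edgeR test. At 120 minutes no challenged fish exceeded the median of the controls. Without one fish at a time the log2 fold change at 30 minutes lay between -9.41 and 7.35 and that at 60 minutes between -2.52 and 4.71. At 120 minutes it lay between -10.26 and -6.70. At that time prl was at 515 cpm in control fish 32, 55.9 cpm in fish 10 and 4.79 cpm in fish 20. The other control fish were at 0.178 and 0.103 cpm, within the challenged range of 0.0462 to 0.408 cpm. Leaving out 1 fish cannot show how far the fall rests on the high control fish together.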

The relatively large number of upregulated DEG and increased chromatin accessibility at the 120 minute time point implies that much of the neurogenomic response to a brief territorial intrusion is related to recovery and preparing for the future, rather than producing the immediate behavioral response [38]. The increased accessibility and expression of genes related to immunity and learning at 120 minutes is consistent with this idea. For example, GO terms related to learning (calmodulin binding and calcium ion binding, involved in the activation of CamK) were enriched in clusters of genes that peak at 120 mins (D2 and D3). Similarly, the expression of *CAMKK1* (important for long term memory [39], for example, changed over time in response to a territorial challenge and was upregulated at 120 minutes. 

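CAMKK1 (1 of 2) (ENSGACG00000011259), on groupI from 12361944 to 12367073, was at 4.25 ± 2.84 cpm (SD, n = 5) in challenged and 1.70 ± 0.446 cpm (SD, n = 5) in control fish in diencephalon at 120 minutes, a log2 fold change of 1.32 (standard error 0.44, adjusted p = 0.571 from the edgeR test). The exact permutation test gave p = 0.0317, 4 of 5 challenged fish lay above the median of the controls and the value stayed between 0.83 and 1.52 with each fish left out in turn. Its unadjusted p-value in the joint test of the 3 time points was 0.00728. The files list CAMKK1 as 1 of 2 copies, between which the counting could split reads.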

Finally, actin binding, important for late long term potentiation and long term memory [40], was implicated in the differentially accessible genes (Fig 4C). Indeed, there is growing appreciation for the relationship between immunity and learning, especially spatial learning [41, 42]. Increased chromatin accessibility at 120 minutes is also consistent with the idea that the transcriptomic response to social interactions might be even faster in the future, i.e. priming.

The involvement of learning and memory-related genes makes sense in light of the biology of territorial animals [43]. During an intrusion, territory holders gain information about the spatial boundaries of their territory, the competitive ability of their neighbors and their own resource holding potential, and use that information to guide future behavior. Indeed, territorial animals improve their ability to detect and repel intruders with experience [44–47] and the behavioral literature is rife with examples of experience-dependent changes following a territorial challenge such as the prior residency advantage [48], the winner effect [49] and the dear enemy phenomenon [50]. Social interactions during territory defense are especially likely to influence spatial learning. For example, fishes actively patrol sites where they’ve had previous encounters with intruders [51, 52]. We speculate that a brief territorial challenge triggers the expression of learning-related genes and that changes in chromatin are associated with the formation of memories of where the social interaction occurred.

A growing number of studies are implicating metabolic genes with aggression [24, 53–55]. Consistent with this, the expression and accessibility of peroxisome proliferator activated receptors gamma (*pparg*), which participates in the regulation of lipid metabolism and glucose homeostasis, changed over time in response to a territorial challenge. 

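For pparg the joint test of treatment over the 3 time points in diencephalon gave an unadjusted p-value of 0.0387, and no gene passed the adjusted threshold of 0.1 in that test (edgeR quasi-likelihood test).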

*Cebpb* is another transcription factor enriched in the DAPDEG_x_ which directly binds at the *pparg* promoter and can regulate its expression [56]. Other studies have shown that *pparg* is expressed in the hypothalamus and is important for CNS energy balance [57, 58]. For instance, *pparg* agonists, which are insulin-sensitization drugs such as thiazolidinedione (TZD), are widely prescribed to diabetes mellitus 2 patients [57]. 

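At 60 minutes pparg was at 6.61 ± 1.59 cpm (SD, n = 5) in challenged and 16.3 ± 21.2 cpm (SD, n = 5) in control fish in diencephalon, a log2 fold change of -1.31 (standard error 0.51, adjusted p = 0.654 from the edgeR test, exact permutation p = 0.365). The highest value, 54.1 cpm, was that of control fish 8, the other control fish lay between 5.15 and 7.96 cpm, and over the fits that each left out one fish the log2 fold change ran between -1.53 and -0.04. The 133 genes of cluster D9, which includes pparg, had median log2 fold changes of 0.06, -1.47 and 1.07 at 30, 60 and 120 minutes.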

*Pparg* and its targets are downregulated at 60 min and then up-regulated at 120 minutes, possibly reflecting changes in energy balance and homeostasis following an aggressive interaction.

From an ethological perspective it is staggering to consider these results in light of the richness of social animals’ lives. Animals that live in social groups are constantly engaged in social interactions. Indeed, rates of territorial intrusions in natural populations of sticklebacks have been reported to be as high as 76 intrusions per hour [59]. Moreover, territory holders interact not only with competitors but also with predators, potential mates and offspring. How animals in natural populations behave during these interactions influences their current and future social environment as well as their fitness. Our results prompt the intriguing hypothesis that meaningful social interactions (even brief ones) can provoke waves of transcription and changes to the epigenome which lead to changes in neural functioning, and those changes are a mechanism by which animals update their assessment of their social world.

## Methods

### Animals

Adult males were collected from Putah Creek, a freshwater population, in spring 2013 and maintained in the lab on a 16:8 (L:D) photoperiod and at 18°C in separate 9-liter tanks. Males were provided with nesting material including algae, sand and gravel and were visually isolated from neighbors. All males were in the ‘territorial’ phase of the nesting cycle, i.e. defending a territory. Sneaking is rare in this population.

### Territorial challenge

We employed a method to simulate a territorial challenge initially developed by van Iersel [60] and used in previous studies [13, 24]. Males were randomly assigned to either the experimental or control group. Males in the experimental group were presented with a smaller, unrelated male intruder confined to a flask. Males in the control groups were presented with an empty flask. At the same time as a confined intruder was introduced to an experimental male’s tank, an empty flask was introduced into a paired control male’s tank. After 5 min the flask was removed, and after a predetermined period (see below) males were quickly netted and sacrificed by decapitation within seconds following an IACUC approved protocol (#15077) of the University of Illinois at Urbana-Champaign.

### RNA sequencing

#### Tissue preparation

Males for RNA Sequencing were collected 30, 60 or 120 minutes after the flask was introduced, with n = 10 males per time point. Heads were flash frozen in liquid nitrogen and the telencephalon and diencephalon were carefully dissected and placed individually in Eppendorf tubes containing 500 μL of TRIzol Reagent (Life Technologies). Total RNA was isolated immediately using TRIzol Reagent according to the manufacturer’s recommendation and subsequently purified on columns with the RNeasy kit (QIAGEN). RNA was eluted in a total volume of 30 μL in RNase-free water. Samples were treated with DNase (QIAGEN) to remove genomic DNA during the extraction procedure. RNA quantity was assessed using a Nanodrop spectrophotometer (Thermo Scientific), and RNA quality was assessed using the Agilent Bioanalyzer 2100 (RIN 7.5–10). RNA was immediately stored at −80°C until used in sequencing library preparation.

#### Library preparation

Poly-A RNA was enriched from 1–2 μg of total RNA by using Dynabeads Oligo(dT)25 (Life Technologies), following the manufacturer’s protocol. Two rounds of poly(A) enrichment were performed with a final elution in 14μL of water. The poly-A–enriched RNA was used to prepare RNA-Seq libraries, using the NEXTflex Directional RNA-seq Kit (dUTP based) with Illumina compatible adaptors (Bioo Scientific). Manufacturer’s instructions were followed and 13–15 cycles of PCR amplification were performed depending on the starting input of total RNA. Libraries were quantified on a Qubit fluorometer, using the dsDNA High Sensitivity Assay Kit (Life Technologies), and library size was assessed on a Bioanalyzer High Sensitivity DNA chip (Agilent). Libraries were pooled and diluted to a final concentration of 10 nM. Final library pools were quantified using real-time PCR, using the Illumina compatible kit and standards (KAPA) by the W. M. Keck Center for Comparative and Functional Genomics at the Roy J. Carver Biotechnology Center (University of Illinois). Single-end sequencing was performed on an Illumina HiSeq 2500 instrument by the W. M. Keck Center for Comparative and Functional Genomics at the Roy J. Carver Biotechnology Center (University of Illinois). The samples were sequenced on 20 lanes.

### ChIP sequencing

#### Tissue preparation

Diencephalons from a new set of males were collected for ChIP-seq at 30 or 120 minutes after the flask was introduced. Prior to nuclei isolation, brain tissue was pooled into groups of 5 and kept at 0°C in PBS with Protease Inhibitor Cocktail (PIC, Roche 04693132001). Tissue was homogenized by motor pestle and then fixed in PBS+PIC with 1% formaldehyde for 10 minutes. The fixing reaction was stopped with addition of Glycine to a final concentration of 0.125M. Fixed cells were washed 2x with PBS+PIC to remove formaldehyde. Washed cells were lysed to nuclei with L1 lysis solution– 50 mM Tris-HCl (pH 8.0), 2 mM EDTA, 0.1% v/v NP-40, 10% v/v glycerol, and protease inhibitor cocktail (PIC)–for 30 minutes on ice. Cell debris was washed away with PBS and PIC. Nuclei were then pelleted and frozen on dry ice. Prior to pelleting, a small (2 μL) sample of nuclei was taken, stained with Trypan, and checked for quality and quantification via hemacytometer. Nuclei were sonicated at high power for 7 x 7 minute cycles (30 s on, 30 s off) in a Diagenode Biorupter Sonicator (Diagenode). Remaining cellular debris was pelleted by centrifugation for 10 minutes at 13,000 x g.

Fragmented chromatin was processed in duplicate for histone H3K27Ac ChIP with Diagenode iDeal ChIP kits, according to manufacturer’s specifications with minor adjustments. Six million nuclei were used for each IP. 25 μl of each IP was reserved for input samples. Technical replicate inputs were pooled to 50 μl. 2 g of H3K27Ac antibody (Abcam ab4729) was used for each IP. An additional wash in TE buffer was performed after the initial four IP washes.

#### Library preparation

After ChIP, IP DNA was quantified by Qubit with a dsDNA High Sensitivity quantification kit (Invitrogen). Libraries were prepared using KAPA LTP library kits, with protocol as written, using Bioo index adapters. Libraries were size selected using AmpureXP beads, with protocol as written, selecting for DNA between 200-500bp in size. Library quality was checked by a Qubit flourometer and Bioanalyzer. Samples were sequenced with an Illumina HiSeq 2500 sequencer.

### RNA-Seq informatics

FASTQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to assess the quality of the reads. Adaptor sequences and low quality bases were clipped from 100 bp single-end sequences using Trimmomatic. RNA-seq produced an average of ~59 million reads per sample. We aligned reads to the *Gasterosteus aculeatus* reference genome (the repeat masked reference genome, Ensembl release 75), using TopHat (2.0.8) and Bowtie (2.1.0) [61]. Reads were assigned to features according to the Ensembl release 75 gene annotation file (http://ftp.ensembl.org/pub/release-75/gtf/gasterosteus_aculeatus/)).

### ChIP-Seq informatics

Libraries from each technical replicate and the input control were sequenced with average depth of 7.6 M reads with average quality score > 35. Technical replicates were pooled with average sequence depth of 16M reads; numbers and QC scores for reads and peaks are summarized for each sample and pools in S11 Table. Sequence data were mapped with Bowtie2 [61] to the *Gasterosteus aculeatus* reference genome (the repeat masked reference genome, Ensembl release 75), using default settings, yielding 3.87–7.96 uniquely mapped reads (averaging approximately 1X whole genome coverage of the stickleback genome for each replicate). Mapped sequence data were analyzed for peaks using HOMER (Hypergeometric Optimization of Motif EnRichment) v4.7 [62]. Samples were converted into tag directories, and QC was performed using read mapping and GC bias statistics. Histone peaks were then called from the Tag Directories with default factor settings, except local filtering was disabled (-L 0) and input filtering was set at three-fold over background (-F 3), to increase the sensitivity of the peak calling and identify individual subunits of multi-histone peaks, identifying tens of thousands peaks for each sample with average tag counts ranging from 42.7–58.1. Replicates were assessed for correlation, displaying >80% correlation in these filtered peaks across the two samples, which were then pooled for final peak identification. Peaks were highly associated with annotated gene promoters with average distance to transcription start sites (TSS) ranging from 75–328.4 bp (S11 Table), as expected for H3K27Ac [62]; these data confirmed the robustness of the ChIP-Seq data. After peak calling, peak files were annotated to the stickleback genome using HOMER’s annotation script to assign peaks to genes, and associate peaks with differential expression data. BigWiggle pileup files were generated using HOMER’s makeBigWig.pl script with default settings.

### Defining differentially expressed genes (DEGs)

HTSeq read counts were generated for genes using stickleback genome annotation. Any reads that fell in multiple genes were excluded from the analysis. We included genes with at least one counts per million (cpm) in at least two samples. Count data were TMM (trimmed mean of M-values) normalized in R using edgeR. To assess differential expression a nested interaction model (~time+treatment:time) was fitted separately for diencephalon and telencephalon in edgeR (see edgeR manual section 3.3.2). A tagwise dispersion estimate was used after computing common and trended dispersions. Finally, to call differential expression between treatment groups, a ‘glm’ approach was used. We FDR-adjusted the p-values from all contrasts at once. A FDR cutoff < 0.1 was used to call for differentially expressed genes.

### Hierarchical clustering analysis

An agglomerative clustering was done separately on DEG_x_ from each brain region. A hierarchical dendogram was generated using hclust function in R (R version 3.2.2), whereas “ward.D” objective criterion was used to merge the pair of cluster at each step. Trees were cut at height 25 to obtain clusters. Each cluster’s fold change values at each time point were plotted as profile plots using ggplot2 in R.

### Defining differentially accessible peaks (DAPs)

H3K27Ac peaks and their differences between experimental and control groups were calculated at 30 minutes and 120 minutes in each brain region using HOMER’s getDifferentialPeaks functionality. For each time point and brain region, two sets of results were calculated: one treating the experimental group as background and the other treating the control group as background. An H3K27ac peak was termed to be “differentially accessible” if it had a fold change of larger than 2 in either set of results, and if it had a p-value less than 10^−4^. Differential peak sets were then annotated using a custom R script to search for all transcripts with transcript start or end sites within 20 kb on all Ensembl-annotated splice variants built using biomaRt.

### Associating DAPs with genes

A chromatin domain was defined for each gene in the Ensembl build (v.1.75) of the stickleback genome. First, for each transcript corresponding to a gene, a window was defined that began 20 kb upstream of the transcription start site and ended 20 kb downstream of the transcription end site. A 20 kb window was chosen based on the estimated intergene interval in the stickleback genome. Next, this window was truncated so that it did not intersect with any transcript of any other gene. The union of these windows for all transcripts of a gene constituted that gene’s domain. All peaks that had any overlap with the domain of a gene were considered as potential regulators of that gene’s expression.

### Transcriptional regulatory network (TRN) analysis

ASTRIX uses gene expression data to identify regulatory interactions between transcription factors and their target genes. A previous study validated ASTRIX-generated TF-target associations using data from ModENCODE, REDfly and DROID databases [27]. The predicted targets of TFs were defined as those genes that share very high mutual information (P < 10^−6^) with a TF, and can be predicted quantitatively with high accuracy (Root Mean Square Deviation (RMSD) < 0.33 i.e prediction error less than 1/3rd of each gene expression profile’s standard deviation. The list of putative TFs in the stickleback genome was obtained from the Animal Transcription Factor Database. Given TFs and targets sets, ASTRIX infers a genome-scale TRN model capable of making quantitative predictions about the expression levels of genes given the expression values of the transcription factors. The ASTRIX algorithm was previously used to infer a TRN model for the honeybee brain that showed remarkably high accuracy in predicting behavior-specific gene expression changes. ASTRIX identified transcription factors that are central actors in regulating aggression, maturation and foraging behaviors in the honey bee brain [27]. Transcription factors that are predicted to regulate a cluster (from the hierarchical clustering analysis) were determined according to whether they had a significant number of targets in a cluster as assessed by a Bonferroni FDR-corrected hypergeometric test. TFs with at least 3 targets were used (S12 Table) and a FDR cutoff of < 0.05 was used to call for significant associations.

### Functional analysis

We derived GO assignments, using protein family annotations from the database PANTHER [63]. Stickleback protein sequences were blasted against all genomes in the database (PANTHER 9.0 ∼85 genomes). This procedure assigns proteins to PANTHER families on the basis of structural information as well as phylogenetic information. Genes were then annotated using GO information derived from the ∼82 sequenced genomes in the PANTHER database.

GO analysis were performed in R using TopGo v.2.16.0 and Fisher's exact test. A p-value cut off of <0.01 was used to select for significantly enriched functional terms wherever possible. For visualization we found dissimilarity among GO terms using zebrafish as closest organism and “Wang” algorithm in GOSemSim package [64]. We then plotted their similarity using the non-metric isoMDS function in MASS. We used the individual terms and the genes inside each term to manually annotate names for clusters appearing in MDS plots. This study has been submitted to GEO. The RNA-Seq data and ChIP-Seq data are accessible with this GEO ID: GSE96673.

## Supporting information

S1 Fig TRN highlighting top hubs in the network and region-specific DEGs. The TRN contains 352 TFs, which regulate 1155 genes through a total of 3683 interactions. The top 20 TFs (“hubs”) with the highest number of targets (over 30 each) are highlighted in pink. Target genes that are differentially expressed in Diencephalon or Telencephalon (CFDR < 0.1) are shown as blue or green nodes respectively. Genes in the TRN that were differentially expressed in both the regions are shown in orange.
(DOCX) Click here for additional data file.

S2 Fig Baseline accessibility of diencephalon DEGx at 30 and 120 minutes. (DOCX) Click here for additional data file.

S1 Table Differentially expressed genes between control and experimental identified using pairwise contrasts at each time point within each brain region with separate tabs for each time point (30, 60, 120) within a brain region (D, T). (XLSX) Click here for additional data file.

S2 Table Functional gene ontology enrichment of genes in S1 Table, with separate tabs for biological processes and molecular functions. GO terms were further summarized according to their biological significance in the ‘comments’ column.
(XLSX) Click here for additional data file.

S3 Table Shared genes across brain regions, with separate tabs for each time point. Discordant genes at 120 min are in red.
(XLSX) Click here for additional data file.

S4 Table Differentially expressed genes whose expression profile changed over time in response to a territorial challenge (DEG_x_), and their associated cluster with separate tabs for each brain region. (XLSX) Click here for additional data file.

S5 Table Functional enrichment of DEG_x_ (biological processes) with separate tabs for each brain region. GO terms were further summarized according to their biological significance in the ‘comments’ column.
(XLSX) Click here for additional data file.

S6 Table TRN TFs enrichments in clusters. Numbers indicate p-values.
(XLSX) Click here for additional data file.

S7 Table H3K27Ac peaks–Separate tabs include HOMER assigned peaks for each replicate compared to its corresponding input sample. (XLSX) Click here for additional data file.

S8 Table Chromatin accessibility–Baseline and DAPs. There are separate tabs for each individual replicate compared to corresponding input, DAPs at 30 and 120 minutes, and for baseline peaks at 30 and 120 minutes.
(XLSX) Click here for additional data file.

S9 Table Functional enrichment of DAPs with separate columns for DAPDEG_x_ and genes near peaks that were not accessible at baseline but became accessible in response to a territorial challenge (!AccDAPDEG_x_). There are separate tabs for biological processes and molecular function.
(XLSX) Click here for additional data file.

S10 Table Integrating TFs with DEG_x_ and chromatin accessibility. These TFs are in the TRN and are enriched in the DAPDEG_x_ with accessibility indicated. Some of the TFs (in bold) were differentially expressed and in a cluster. The general expression pattern of their cluster is indicated. A subset of this table is in Table 1.
(DOCX) Click here for additional data file.

S11 Table H3K27Ac ChIP-Seq samples read mapping and quality control information. (XLSX) Click here for additional data file.

S12 Table Transcription factors and their targets as predicted by ASTRIX generated TRN. (XLSX) Click here for additional data file.

S1 Data RNA-Seq quality control. This directory contains six subdirectories. The subdirectory “correlation” contains correlation heatmaps among all samples in diencephalon and telencephalon respectively. The subdirectory “mapping_stat” contains read mapping information on genomic features for each sample. The subdirectory “MDS” shows three dimensional MDS plots of the samples. The subdirectory “ReadDuplication” contains read duplication distributions for each sample. The subdirectory “ReadQuality” contains reads quality information for each sample plotted as both boxplots and heatmaps. The subdirectory “RPKMSaturation” contains information about read depth saturation for each sample as assessed by RPKM resamplings. All transcripts were divided into four quantiles based on their expression and a relative difference of observed and real RPKM values are plotted for each sample.
(ZIP) Click here for additional data file.

## References

[1] BurmeisterSS, JarvisED, FernaldRD. Rapid behavioral and genomic responses to social opportunity. PLoS Biol. 2005;3:e363 doi: 10.1371/journal.pbio.0030363 1621608810.1371/journal.pbio.0030363PMC1255743

[2] McGrawLA, ClarkAG, WolfnerMF. Post-mating gene expression profiles of female *Drosophila melanogaster* in response to time and to four male accessory gland proteins. Genetics. 2008;179: 1395–1408. doi: 10.1534/genetics.108.086934 1856264910.1534/genetics.108.086934PMC2475742

[3] MackPD, KapelnikovA, HeifetzY, BenderM. Mating-responsive genes in reproductive tissues of female *Drosophila melanogaster*. Proc Natl Acad Sci USA. 2006;103(27):10358–63. doi: 10.1073/pnas.0604046103 1679887510.1073/pnas.0604046103PMC1502462

[4] LawniczakMKN, BegunDJ. A genome-wide analysis of courting and mating responses in *Drosophila melanogaster* females. Genome. 2004;47(5):900–10. doi: 10.1139/g04-050 1549940410.1139/g04-050

[5] CummingsME, Larkins-FordJ, ReillyCRL, WongRY, RamseyM, HofmannHA. Sexual and social stimuli elicit rapid and contrasting genomic responses. Proc R Soc Lond B Biol Sci. 2008;275:393–402.10.1098/rspb.2007.1454PMC221275118055387

[6] CarneyGE. A rapid genome-wide response to *Drosophila melanogaster* social interactions. BMC Genomics. 2007;8:288 doi: 10.1186/1471-2164-8-288. 1771458810.1186/1471-2164-8-288PMC1999498

[7] FraserBA, JanowitzI, ThairuM, TravisJ, HughesKA. 2014 Phenotypic and genomic plasticity of alternative male reproductive tactics in sailfin mollies Proc R Soc Lond B Biol Sci. 281: 20132310.10.1098/rspb.2013.2310PMC395382924573842

[8] SanogoYO, HankisonS, BandM, ObregonA, BellAM. Brain transcriptomic response of threespine sticklebacks to cues of a predator. Brain Behav Evol. 2011;77(4):270–85. doi: 10.1159/000328221 2167742410.1159/000328221PMC3182040

[9] LavergneSG, McGowanPO, KrebsCJ, BoonstraR. Impact of high predation risk on genome-wide hippocampal gene expression in snowshoe hares. Oecologia. 2014;176(3):613–24. doi: 10.1007/s00442-014-3053-0 2523437010.1007/s00442-014-3053-0

[10] JansenM, VergauwenL, VandenbrouckT, KnapenD, DomN, SpanierKI, et al Gene expression profiling of three different stressors in the water flea *Daphnia magna*. Ecotoxicology. 2013;22(5):900–14. doi: 10.1007/s10646-013-1072-y 2356437010.1007/s10646-013-1072-y

[11] AlauxC, SinhaS, HasadsriL, HuntGJ, Guzman-NovoaE, DeGrandi-HoffmanG, et al Honey bee aggression supports a link between gene regulation and behavioral evolution. Proc Natl Acad Sci U S A. 2009;106(36):15400–5. doi: 10.1073/pnas.0907043106 1970643410.1073/pnas.0907043106PMC2730357

[12] RittschofCC, RobinsonGE. Manipulation of colony environment modulates honey bee aggression and brain gene expression. Genes Brain and Behav. 2013;12(8):802–11. doi: 10.1111/gbb.12087 2403457910.1111/gbb.12087PMC3863782

[13] SanogoYO, BandM.A., BlattiC., SinhaS. & BellA.M. Transcriptional regulation of brain gene expression in response to a territorial intrusion. Proc R Soc Lond B Biol Sci 2012;279:4929–38.10.1098/rspb.2012.2087PMC349724823097509

[14] Aubin-HorthN, RennSC. Genomic reaction norms: using integrative biology to understand molecular mechanisms of phenotypic plasticity. Mol Ecol. 2009;18(18):3763–80. doi: 10.1111/j.1365-294X.2009.04313.x 1973233910.1111/j.1365-294X.2009.04313.x

[15] BellAM, Aubin-HorthN. What whole genome expression data can tell us about the ecology and evolution of personality in animals. Philos Trans R Soc Lond B Biol Sci. 2010; 365:4001–4012. doi: 10.1098/rstb.2010.0185 2107865210.1098/rstb.2010.0185PMC2992745

[16] ArbeitmanMN, FurlongEEM, ImamF, JohnsonE, NullBH, BakerBS, et al Gene expression during the life cycle of *Drosophila melanogaster*. Science. 2002;297:2270–5. doi: 10.1126/science.1072152 1235179110.1126/science.1072152

[17] Bar-JosephZ, GitterA, SimonI. Studying and modelling dynamic biological processes using time-series gene expression data. Nat Rev Genet. 2012;13:552–64. doi: 10.1038/nrg3244 2280570810.1038/nrg3244

[18] AmitI, GarberM, ChevrierN, LeiteAP, DonnerY, EisenhaureT, et al Unbiased reconstruction of a mammalian transcriptional network mediating pathogen responses. Science. 2009;326:257–63. doi: 10.1126/science.1179050 1972961610.1126/science.1179050PMC2879337

[19] HuangY, ZaasAK, RaoA, DobigeonN, WoolfPJ, VeldmanT, et al Temporal dynamics of host molecular responses differentiate symptomatic and asymptomatic influenza A infection. PLoS Genetics. 2011;7:e1002234 doi: 10.1371/journal.pgen.1002234 2190110510.1371/journal.pgen.1002234PMC3161909

[20] PelkwijkJJ, TinbergenN. Eine reizbiologische Analyse einiger Verhaltensweisen von *Gasterosteus aculeatus* L. Zeitschrift für Tierpsychologie. 1937;1:193–200. doi: 10.1111/j.1439-0310.1937.tb01422.x

[21] PeekeHVS. Habituation of conspecific aggression in the three-spined stickleback (*Gasterosteus aculeatus L*.). Behaviour. 1969;35:137–56. doi: 10.1163/156853970X00178

[22] PeekeHVS, VenoA. Stimulus specificity of habituated aggression in the stickleback (*Gasterosteus aculeatus*). Behavioral Biology1973. p. 427–32.10.1016/s0091-6773(73)80083-54735876

[23] O’ConnellLA, HofmannHA. Evolution of a vertebrate social decision-making network. Science. 2012;336(6085):1154–7. doi: 10.1126/science.1218889 2265405610.1126/science.1218889

[24] RittschofCC, BukhariSA, SloofmanLG, TroyJM, Caetano-AnollesD, Cash-AhmedA, et al Neuromolecular responses to social challenge: common mechanisms across mouse, stickleback fish, and honey bee. Proc Natl Acad Sci U S A. 2014;111(50):17929–34. doi: 10.1073/pnas.1420369111 2545309010.1073/pnas.1420369111PMC4273386

[25] SatoY, HashiguchiY, NishidaM. Evolution of multiple phosphodiesterase isoforms in stickleback involved in cAMP signal transduction pathway. BMC Syst Biol. 2009;3:23 doi: 10.1186/1752-0509-3-23 1923210610.1186/1752-0509-3-23PMC2653465

[26] HuZ, ZhuangL, GuanX, MengJ, DufauML. Steroidogenic factor-1 is an essential transcriptional activator for gonad-specific expression of promoter I of the rat prolactin receptor gene. J Biol Chem. 1997;272:14263–71. 916206010.1074/jbc.272.22.14263

[27] ChandrasekaranS, AmentSA, EddyJA, Rodriguez-ZasSL, SchatzBR, PriceND, et al Behavior-specific changes in transcriptional modules lead to distinct and predictable neurogenomic states. Proc Natl Acad Sci U S A. 2011;108:18020–5. doi: 10.1073/pnas.1114093108 2196044010.1073/pnas.1114093108PMC3207651

[28] FurukawaT, MorrowEM, LiT, DavisFC, CepkoCL. Retinopathy and attenuated circadian entrainment in Crx-deficient mice. Nat Genet. 1999;23(4):466–70. doi: 10.1038/70591 1058103710.1038/70591

[29] HonG, WangW, RenB. Discovery and annotation of functional chromatin signatures in the human genome. PLoS Comput Biol. 2009;5(11):e1000566 doi: 10.1371/journal.pcbi.1000566 1991836510.1371/journal.pcbi.1000566PMC2775352

[30] MazeI, FengJ, WilkinsonMB, SunH, ShenL, NestlerEJ. Cocaine dynamically regulates heterochromatin and repetitive element unsilencing in nucleus accumbens. Proc Natl Acad Sci U S A. 2011;108:3035–40. doi: 10.1073/pnas.1015483108 2130086210.1073/pnas.1015483108PMC3041122

[31] YangY, YamadaT, HillKK, HembergM, ReddyNC, ChoHY, et al Chromatin remodeling inactivates activity genes and regulates neural coding. Science. 2016;353.10.1126/science.aad4225PMC499311127418512

[32] SweattJD. The emerging field of neuroepigenetics. Neuron. 2013;80:624–32. doi: 10.1016/j.neuron.2013.10.023 2418301510.1016/j.neuron.2013.10.023PMC3878295

[33] HalderR, HennionM, VidalRO, ShomroniO, RahmanRU, RajputA, et al DNA methylation changes in plasticity genes accompany the formation and maintenance of memory. Nat Neurosci. 2016;19(1):102–10. doi: 10.1038/nn.4194 2665664310.1038/nn.4194

[34] HiranoY, IharaK, MasudaT, YamamotoT, IwataI, TakahashiA, et al Shifting transcriptional machinery is required for long-term memory maintenance and modification in *Drosophila* mushroom bodies. Nat Commun. 2016;7:13471 doi: 10.1038/ncomms13471 2784126010.1038/ncomms13471PMC5114576

[35] SaulMC, SewardCH, TroyJM, ZhangH, SloofmanLG, LuX, WeisnerP. A., Caetano-AnollesD., SunH., ZhaoS. D., ChandrasekaranS., SinhaS., StubbsL. Transcriptional regulatory dynamics drive coordinated metabolic and neural response to social challenge in mice. Genome Res. 2017 doi: 10.1101/gr.214221.116 2835632110.1101/gr.214221.116PMC5453329

[36] WingfieldJC, HegnerRE, Dufty, AlfredM., BallGF. The challenge hypothesis: Theoretical implications for patterns of testosterone secretion, mating systems, and breeding strategies. Am Nat. 1990;136:829–46. doi: 10.1086/285134

[37] BellAM, BackströmT, HuntingfordFA, PottingerTG, WinbergS. Variable neuroendocrine responses to ecologically-relevant challenges in sticklebacks. Physiol Behav. 2007;91:15–25. doi: 10.1016/j.physbeh.2007.01.012 1732155610.1016/j.physbeh.2007.01.012

[38] ShpiglerHY, SaulM. C., MurdochE. E., Cash-AhmedA. C., SewardC. H., SloofmanL., ChandrasekaranS., SinhaS., StubbsL. J., RobinsonG. E. Behavioral, transcriptomic and epigenetic responses to social challenge in honey bees. Genes, Brain Behav. 2017.10.1111/gbb.1237928328153

[39] BlaeserF, SandersMJ, TruongN, KoS, WuLJ, WozniakDF, et al Long-term memory deficits in Pavlovian fear conditioning in Ca2+/calmodulin kinase kinase alpha-deficient mice. Mol Cell Biol. 2006;26(23):9105–15. doi: 10.1128/MCB.01452-06 1701546710.1128/MCB.01452-06PMC1636841

[40] ChenZ, StockwellJ, CayabyabFS. Adenosine A1 receptor-mediated endocytosis of AMPA receptors contributes to impairments in long-term potentiation (LTP) in the middle-aged rat hippocampus. Neurochem Res. 2016;41(5):1085–97. doi: 10.1007/s11064-015-1799-3 2670043310.1007/s11064-015-1799-3

[41] FilianoAJ, XuY, TustisonNJ, MarshRL, BakerW, SmirnovI, et al Unexpected role of interferon-γ in regulating neuronal connectivity and social behaviour. Nature. 2016;535(7612):425–9. doi: 10.1038/nature18626 2740981310.1038/nature18626PMC4961620

[42] DereckiNC, CardaniAN, YangCH, QuinniesKM, CrihfieldA, LynchKR, et al Regulation of learning and memory by meningeal immunity: a key role for IL-4. J Exp Med. 2010;207(5):1067–80. doi: 10.1084/jem.20091419 2043954010.1084/jem.20091419PMC2867291

[43] Stamps JudyA, KrishnanVV. How territorial animals compete for divisible space: A learning‐based model with unequal competitors. Am Nat. 2001;157:154–69. doi: 10.1086/318634 1870726910.1086/318634

[44] HollisKL. The role of learning in the aggressive and reproductive behavior of blue gouramis, *Trichogaster trichopterus*. Environ Biol Fishes. 1999;54:355–69. doi: 10.1023/A:1007529628117

[45] BronsteinJL. Conditional outcomes in mutualistic interactions. Trends Ecol Evol. 1994;9:214–7. doi: 10.1016/0169-5347(94)90246-1 2123682510.1016/0169-5347(94)90246-1

[46] JenkinsJR, RowlandWJ. Pavlovian conditioning of agonistic behavior in male threespine stickleback (*Gasterosteus aculeatus*). J Comp Psychol. 1996;110:396–401. 895650910.1037/0735-7036.110.4.396

[47] LoseyGS, SevensterP. Can three-spined sticklebacks learn when to display? Rewarded displays. Anim Behav. 1995;49:137–50. doi: 10.1016/0003-3472(95)80161-8

[48] HuntingfordFA, TurnerAK. Conflict in the animal world Animal Conflict. Dordrecht: Springer Netherlands; 1987 p. 3–12.

[49] HsuY, EarleyRL, WolfLL. Modulation of aggressive behaviour by fighting experience: mechanisms and contest outcomes. Biol Rev Camb Philos Soc. 2006;81:33–74. doi: 10.1017/S146479310500686X 1646058110.1017/S146479310500686X

[50] TemelesEJ. The role of neighbours in territorial systems: when are they 'dear enemies'? Anim Behav. 1994;47:339–50. doi: 10.1006/anbe.1994.1047

[51] BronsteinPM. Socially mediated learning in male *Betta splendens*. J Comp Psych. 1986;100:279–84.3769447

[52] BronsteinPM. Aggression, by John Klama. London: Longman Scientific, 1988, 169 pp. Aggressive Behavior. 1988;14:463–4. doi: 10.1002/1098-2337(1988)14:6<::AID-AB2480140607>3.0.CO;2-T

[53] Li-ByarlayH, RittschofCC, MasseyJH, PittendrighBR, RobinsonGE. Socially responsive effects of brain oxidative metabolism on aggression. Proc Natl Acad Sci U S A. 2014;111:12533–7. doi: 10.1073/pnas.1412306111 2509229710.1073/pnas.1412306111PMC4151721

[54] RittschofCc, GrozingerCM, RobinsonGE. The energetic basis of behavior: Bridging behavioral ecology and neuroscience. Curr Opin Behav Sci. 2015;6:19–27.

[55] ChandrasekaranS, RittschofCC, DjukovicD, GuH, RafteryD, PriceND, et al Aggression is associated with aerobic glycolysis in the honey bee brain. Genes Brain Behav. 2015;14(2):158–66. doi: 10.1111/gbb.12201 2564031610.1111/gbb.12201PMC4449359

[56] KawaiM, RosenCJ. PPARγ: a circadian transcription factor in adipogenesis and osteogenesis. Nat Rev Endocrinol. 2010;6:629–36. doi: 10.1038/nrendo.2010.155 2082019410.1038/nrendo.2010.155PMC3132113

[57] RyanKK, LiB, GraysonBE, MatterEK, WoodsSC, SeeleyRJ. A role for central nervous system PPAR-γ in the regulation of energy balance. Nat Med. 2011;17:623–6. doi: 10.1038/nm.2349 2153259510.1038/nm.2349PMC3089657

[58] SarrufDA, YuF, NguyenHT, WilliamsDL, PrintzRL, NiswenderKD, et al Expression of peroxisome proliferator-activated receptor-gamma in key neuronal subsets regulating glucose metabolism and energy homeostasis. Endocrinology. 2009;150:707–12. doi: 10.1210/en.2008-0899 1884563210.1210/en.2008-0899PMC2646542

[59] GoldschmidtT, BakkerTC. Determinants of reproductive success of male sticklebacks in the field and in the laboratory. Netherlands Journal of Zoology. 1990;40:664–87.

[60] IerselJJAv. Some aspects of territorial behaviour of the male three-spined stickleback. Archs neerl Zool. 1958;13, Suppl. 1:381–400.

[61] LangmeadB, SalzbergSL. Fast gapped-read alignment with Bowtie 2. Nat Methods. 2012;9:357–9. doi: 10.1038/nmeth.1923 2238828610.1038/nmeth.1923PMC3322381

[62] HeinzS, BennerC, SpannN, BertolinoE, LinYC, LasloP, et al Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell. 2010;38:576–89. doi: 10.1016/j.molcel.2010.05.004 2051343210.1016/j.molcel.2010.05.004PMC2898526

[63] ThomasPD, CampbellMJ, KejariwalA, MiH, KarlakB, DavermanR, et al PANTHER: a library of protein families and subfamilies indexed by function. Genome Res. 2003;13: 2129–2141. doi: 10.1101/gr.772403 1295288110.1101/gr.772403PMC403709

[64] YuG, LiF, QinY, BoX, WuY, WangS. GOSemSim: an R package for measuring semantic similarity among GO terms and gene products. Bioinformatics. 2010;26(7):976–8. doi: 10.1093/bioinformatics/btq064 2017907610.1093/bioinformatics/btq064

[65] GuzmanSJ, GerevichZ, GuzmanSJ, GerevichZ. P2Y receptors in synaptic transmission and plasticity: Therapeutic potential in cognitive dysfunction. Neural Plasticity. 2016;2016:1–12. doi: 10.1155/2016/1207393 2706969110.1155/2016/1207393PMC4812485

[66] HaynesSE, HollopeterG, YangG, KurpiusD, DaileyME, GanW-B, et al The P2Y12 receptor regulates microglial activation by extracellular nucleotides. Nat Neurosci. 2006;9:1512–9. doi: 10.1038/nn1805 1711504010.1038/nn1805

# Supplementary material for: Temporal dynamics of neurogenomic plasticity in response to social interactions in male threespined sticklebacks
**Source:** PLoS Genet. 2017 Jul 13;13(7):e1006840. doi: 10.1371/journal.pgen.1006840
**Supplement:** S1 Fig — The TRN contains 352 TFs, which regulate 1155 genes through a total of 3683 interactions. The top 20 TFs (“hubs”) with the highest number of targets (over 30 each) are highlighted in pink. Target genes that are differentially expressed in Diencephalon or Telencephalon (CFDR < 0.1) are shown as blue or green nodes respectively. Genes in the TRN that were differentially expressed in both the regions are shown in orange.

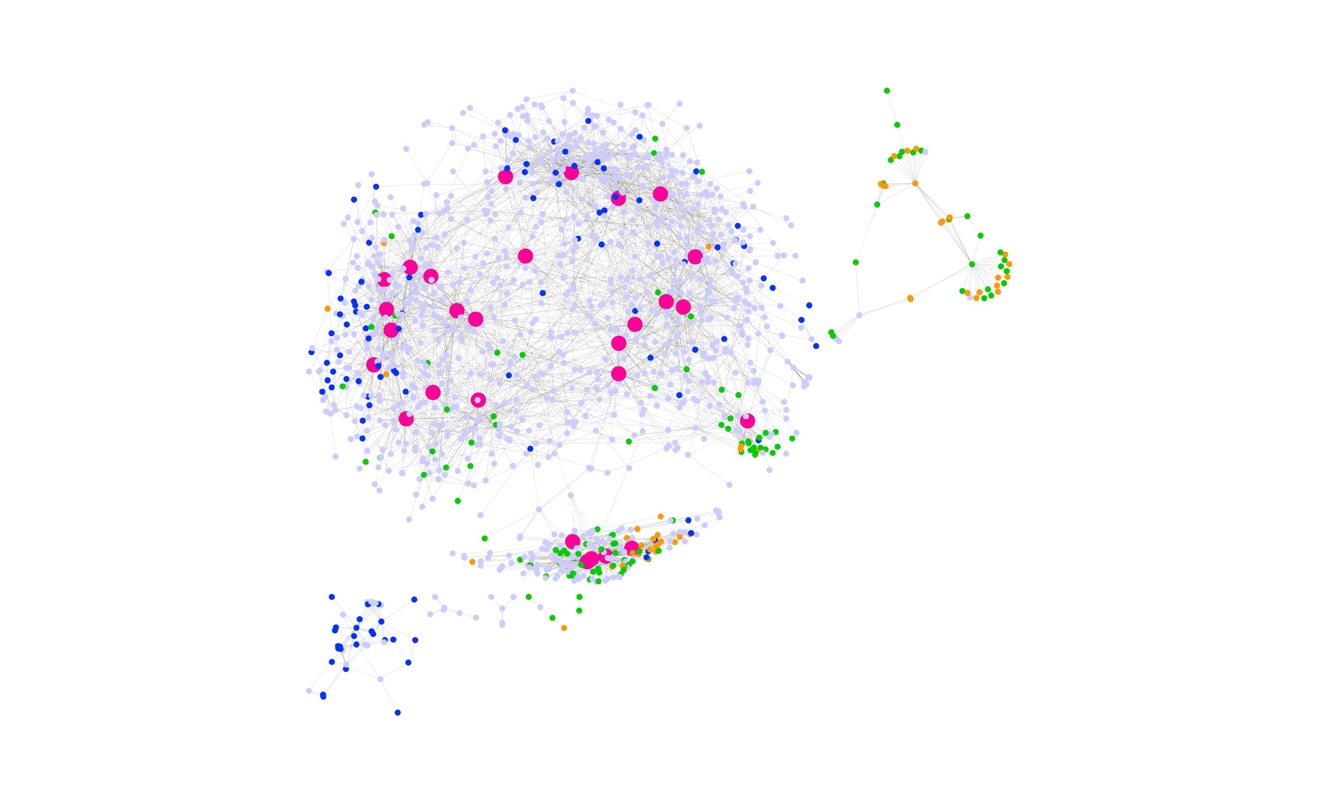

S1 Figure. TRN highlighting top hubs in the network and region-specific DEGs. The TRN contains 352 TFs, which regulate 1155 genes through a total of 3683 interactions. The top 20 TFs (“hubs”) with the highest number of targets (over 30 each) are highlighted in pink. Target genes that are differentially expressed in Diencephalon or Telencephalon (CFDR < 0.1) are shown as blue or green nodes respectively. Genes in the TRN that were differentially expressed in both the regions are shown in orange.

# Supplementary material for: Temporal dynamics of neurogenomic plasticity in response to social interactions in male threespined sticklebacks
**Source:** PLoS Genet. 2017 Jul 13;13(7):e1006840. doi: 10.1371/journal.pgen.1006840
**Supplement:** S10 Table — These TFs are in the TRN and are enriched in the DAPDEGx with accessibility indicated. Some of the TFs (in bold) were differentially expressed and in a cluster. The general expression pattern of their cluster is indicated. A subset of this table is in Table 1.

Table S10. Enrichment of TFs in DAPDEG_x_.

| *TFs* | Description | Significance |
| --- | --- | --- |
| *pparg* | peroxisome proliferator activated receptor gamma | P < 0.005 |
| *neurod* | neurogenic differentiation | P < 0.0001 |
| *ikzf1* | IKAROS family zinc finger 1 (Ikaros) | P < 0.0001 |
| *Irf4b* | interferon regulatory factor 4b | P < 0.005 |
| *spi1a* | spleen focus forming virus (SFFV) proviral integration oncogene spi1a | P < 0.0001 |
| *ETV7* | ets variant 7 | P < 0.001 |
| *pbx4* | pre-B-cell leukemia transcription factor 4 | P < 0.05 |
| *mafbb* | v-maf musculoaponeurotic fibrosarcoma oncogene family, protein B, duplicate b | P < 0.01 |
| *cebpb* | CCAAT/enhancer binding protein (C/EBP), beta | P < 0.0001 |
| *homez* | homeodomain leucine zipper gene | P < 0.05 |
| *spi1b* | spleen focus forming virus (SFFV) proviral integration oncogene spi1b | P < 0.0001 |
| *irf8* | interferon regulatory factor 8 | P < 0.0001 |
| *NFATC3* | nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 3 | P < 0.05 |
| *TLX2* | T-cell leukemia homeobox 2 | P < 0.05 |
| *tfec* | transcription factor EC | P < 0.0001 |
| *LYL1* | lymphoblastic leukemia associated hematopoiesis regulator 1 | P< 0.05 |

How the deposited data were processed for this re-analysis (not part of the article)

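Gene expression after a territorial challenge was measured by RNA-seq of poly-A RNA in diencephalon and telencephalon of the same 30 male sticklebacks, with 5 challenged and 5 control males at each of 3 times. The authors trimmed the reads, aligned them with TopHat and Bowtie to the repeat-masked genome of Ensembl release 75, counted them per gene with HTSeq, excluded reads that fell in more than 1 gene, and deposited the counts of 60 libraries without normalization. The authors also deposited cpm, counts scaled by library size, of the same libraries, which were scaled to all tallied reads in 59 columns and to the reads on genes in the column of fish 9, telencephalon, 120 minutes, challenged. The counts were used for all tests, and the deposited cpm only for the filter and library totals of 1 alternative described below. Each column was assigned to a fish by its name and sample label, and no column was left unused. Fish numbers are those of the sample labels, which give both regions of a fish the same number, and this is the pairing used where the fish is a replicate block. The pairing of challenged with control males that the paper's methods mention was not used here, and no model paired them. Gene names, positions and the paper's values came from S1 Table, S3 Table, S4 Table and S12 Table, since the gene table at hand for another assembly shared no Ensembl identifier with the counts.

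Counts were analysed in R (4.3.3) with edgeR (4.0.16), with genes of at least 1 cpm in at least 2 libraries of a region, TMM normalization and quasi-likelihood tests. For each region, time and treatment within time were fitted over 30 libraries, treatment was tested at each time and over the 3 times jointly, and p-values were adjusted by Benjamini-Hochberg over all 6 comparisons (jointly tested genes within a region) with a threshold of 0.1. Region differences and the interaction of region and treatment at 120 minutes were tested over all 60 libraries with 1 coefficient for each of the 12 groups. Standard errors of log2 fold changes were derived from the quasi-likelihood test, as the absolute change divided by the square root of its F statistic. Single genes and means of gene sets were compared by two-sided exact permutation tests of log2 cpm with a prior count of 2. Correlations across libraries were tested with 100000 permutations. Python (3.11.15) with numpy (2.4.6), pandas (2.3.3), scipy (1.17.1) and matplotlib (3.10.9) was used for tables and figures. The tests of treatment were tested on simulated data: with 200 of 17448 genes changed 2-fold at 60 minutes, 89.5% of the changed genes were called and 1 unchanged gene was, and 12 calls were made at the other times. The changed genes were drawn only from the more highly expressed genes. Genes varied independently of each other, so no simulated fish stood apart for many genes together. The adjustment covered the 3 times of diencephalon alone. The share of 89.5% therefore does not tell how many 2-fold changes would be called in the real data.

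The sample groups, the designs and the alternatives were set before the data were examined. The named genes were set then too, as every gene the paper names for its expression, the gene with the smallest p-value of S1 Table in telencephalon at 30 minutes (EGR4, listed from the same libraries), and at most 2 genes per comparison past the threshold with no overlap between groups, of which there were none. Which region and time is reported for each gene (56 results) and the lists of marker genes were chosen later, after values of single libraries had been looked at. The alternatives were a likelihood ratio test with tagwise dispersion, DESeq2 (1.42.0), RLE normalization, adjustment within each comparison, an unadjusted p-value no larger than the largest in the paper's tables, a threshold of 0.05, a weaker and a stricter filter, fits of 10 libraries alone, the library index in the model and the omission of each fish in turn. Other alternatives were set for the joint test, the regions, the correlations and the clusters. One alternative changes several choices together: it uses the likelihood ratio test with tagwise dispersion, the deposited cpm for the filter and library totals (17110 genes in diencephalon and 16855 in telencephalon), and an adjustment within each region over all coefficients, the intercept included. It was found while settings were compared with S1 Table and so was chosen after seeing the data. For the correlation between regions, another choice of genes (by quasi-likelihood p-values) and another measure of change (differences of mean log2 cpm) were also added after seeing the data.

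Library totals on the listed genes had a median of 30159568, so counting error was small beside the differences between fish. Genes with at most 3 counts in every library of a group are given as lower bounds of a fold. The library index groups hold 2 to 4 libraries of a region, too few to recompute a relation within them. Adjusted over the 56 results of named genes alone, 35 had an adjusted p-value under 0.1 in the edgeR test, and 5 had an exact permutation p under 0.05 unadjusted. Many of these genes were called by the paper from the same libraries, so the number of 35 shows no stability. The chromatin experiment, the functional enrichments, the regulatory network and the gene dlx4a were not analysed here.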

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

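Of the tests given here, only those of the T2 genes, the leukocyte markers and the library totals were set before their results were seen; the others were chosen only afterwards.

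A fish was set apart from the rest of its group when its gap to the nearest fish, as a share of the group's range in log2 cpm, exceeded Dixon's critical value of 0.71 for 5 fish. Over 112 groups of the named genes and 12 groups of count totals, 25 groups had such a fish, where chance gives 6.2, and the fish was the highest of its group in 24 of them. Genes of a set were measured in the same fish, so these groups are not independent. No group of count totals was among them, and challenged and control fish did not differ in count totals (smallest exact permutation p adjusted over the 6 comparisons 0.556).

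Hormone genes in diencephalon made up 13 of these groups. At 30 minutes control fish 12 stood apart for tshb (0.876), prl (0.769) and nr5a1b (0.713), and challenged fish 34 for tshb (0.717) and lhb (0.867). At 60 minutes control fish 3 stood apart for lhb (0.737) and gh1 (0.773). At 120 minutes control fish 32 stood apart for tshb (0.860), cga (0.806), gh1 (0.728) and nr5a1b (0.824). Values of 1 for tshb in challenged fish 29 and nr5a1b in challenged fish 13 arose where the other 4 fish had no counts and so carry no information. Over the 15 control diencephalons the highest mean of the hormone genes was 1302 times the median. A candidate explanation is a varying amount of pituitary tissue left on the samples. Other pituitary genes (pomca, smtla and pou1f1, which S1 Table or S4 Table also list) had a Pearson r of 0.908 with the hormone genes over these 15 libraries (permutation p = 0.000340, adjusted over 14 relations 0.000433) and a Spearman rho of 0.511 (permutation p = 0.0548). Without the 2 farthest libraries r was 0.503 (permutation p = 0.0765), so among control fish the relation rests on those libraries. Over all 30 diencephalons r was 0.862 (permutation p = 1e-05), rho 0.529 (permutation p = 0.003), and r without the 2 farthest 0.709 (permutation p = 0.000290). Adjusted for these markers, the difference between challenged and control fish in the mean of the hormone genes went from -1.33 to 1.30 at 30 minutes, from 1.56 to 0.80 at 60 minutes and from -2.43 to -0.56 at 120 minutes (smallest exact permutation p 0.0952 before and 0.190 after). The swing of the hormone genes with time cannot be told apart from differences in pituitary tissue.

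In telencephalon at 120 minutes control fish 10 stood apart for avp (0.807) and oxt (0.765). A candidate explanation for the spread of these and the other T2 genes is a varying amount of diencephalon tissue in the telencephalon samples. Genes higher in diencephalon and outside S1 Table and S4 Table (otpa, nkx2.4a, barhl2, lhx9, irx1b, foxa2 and gata2a) had an r of 0.933 with the T2 genes over the 15 control telencephalons (permutation p = 9e-05, adjusted 0.000126), a rho of 0.846 (permutation p = 0.000180), and without the 2 farthest libraries an r of 0.809 (permutation p = 0.000680). When the values were adjusted for these markers, the difference between challenged and control fish at 120 minutes went from 1.89 (exact permutation p = 0.151) to 1.17 (exact permutation p = 0.0238, adjusted over 15 tests 0.179). With 5 against 5 fish a single one of 15 tests cannot reach an adjusted p-value under 0.119, so the adjusted value does not decide. Tissue amount may account for part of the spread.

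For photoreceptor genes in diencephalon at 120 minutes, challenged fish 19 stood apart for rom1a (0.879), rom1b (0.871), otx5 (0.814) and vsx1 (0.909), and control fish 32 was the lowest of its group for rom1b (0.918). Without fish 19, 0 of the 18 discordant genes had an unadjusted interaction p-value under 0.05, against 18 with all fish. A candidate explanation is photoreceptor-containing tissue in varying amounts. Other photoreceptor genes (gnat1, gnat2, pde6c, pde6g, rcvrna, grk7a, saga, prph2b and guca1a, all in S1 Table or S4 Table) had an r of 0.961 with the discordant genes over 15 control diencephalons (permutation p = 2e-05, adjusted 3.1e-05), a rho of 0.843 (permutation p = 0.0002), and without the 2 farthest libraries an r of 0.808 (permutation p = 0.00147). Among control fish the highest mean of these genes was 164 times the median in diencephalon and 129.9 times in telencephalon, both in fish 35, in the absence of a challenge. Adjusted for these markers, the difference in the mean of the discordant genes at 120 minutes went from -0.09 (exact permutation p = 0.984) to -0.46 (exact permutation p = 0.365) in diencephalon. In telencephalon it went from -1.83 (exact permutation p = 0.0397, adjusted over 15 tests 0.417) to -1.17 (exact permutation p = 0.0635, adjusted 0.238). Over 30 fish, with group means taken off, the means of these genes in both regions had an r of 0.611 (permutation p = 0.0008, adjusted 0.000933), a rho of 0.562 (permutation p = 0.00155) and an r of 0.557 without the 2 farthest fish. The fitted increase in diencephalon rests on fish 19, in which the mean log2 cpm of the discordant genes was 6.13. The other challenged fish lay between -2.31 and -1.76, below the lowest control fish of that time at -1.63. Whether the markers account for the decrease in telencephalon is not decided, as neither adjusted p-value was under 0.1.

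Immune genes in diencephalon had control fish 8 apart at 60 minutes for irf8 (0.872), cebpb (0.938) and pparg (0.816), control fish 10 at 120 minutes for cebpb (0.851), and challenged fish 23 at 30 minutes for irf8 (0.720). Candidate explanations are varying numbers of leukocytes or microglia and differences between fish that both regions share. Leukocyte genes (csf1ra, ptprc and lcp1, which S1 Table or S4 Table list, and spi1b, which they do not) had an r of 0.952 with the immune and metabolic genes over 15 control diencephalons (permutation p = 1e-05, the smallest the permutations can give; adjusted 2e-05), a rho of 0.800 (permutation p = 0.000640), and without the 2 farthest an r of 0.705 (permutation p = 0.00491). The mean of these genes in diencephalon had an r of 0.911 with that in telencephalon over 30 fish after group means were taken off (permutation p = 1e-05; rho 0.798), and without the 2 farthest fish an r of 0.803. Adjusted for the leukocyte genes, the difference between challenged and control fish in diencephalon went from 0.10 to 0.26 at 30 minutes, from -0.53 to -0.09 at 60 minutes (exact permutation p = 0.794 before and 0.484 after) and from 0.77 to 0.31 at 120 minutes (exact permutation p = 0.214 before and 0.0397 after, adjusted over 15 tests 0.198). The difference at 120 minutes was thus smaller with these markers, and its adjusted p-value does not decide whether any of it remained. Differences between fish that both regions share remain a candidate explanation.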

How the results depend on the processing

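With RLE normalization, adjustment within each comparison, a threshold of 0.05, either other filter, fits of 10 libraries alone, the library index in the model or each fish left out in turn, the number of called genes stayed at 0 in all 6 comparisons, and it stayed at 0 in the joint tests under the alternatives run there. Beside these zeros, 572, 1826 and 1033 genes in diencephalon and 714, 2127 and 686 in telencephalon had an unadjusted p-value under 0.05. The likelihood ratio test called 10, 50 and 17 genes in diencephalon and 40, 67 and 6 in telencephalon at 30, 60 and 120 minutes, 174 and 148 in the joint test, 7 shared between times in diencephalon, and 11 of the 18 discordant genes. DESeq2 called 7, 76 and 26 and 47, 93 and 7 genes, 39 and 83 jointly, and 5 shared in diencephalon. The largest unadjusted p-value of the paper's tables as a threshold gave 157, 679 and 325 and 282, 735 and 236 genes, 789 and 793 jointly, and 151 and 84 shared. A combined alternative, chosen after seeing the data, used the likelihood ratio test, the deposited cpm for the filter and library totals, and an adjustment within each region over all coefficients, the intercept included. It called 149, 651 and 304 genes in diencephalon and 275, 687 and 222 in telencephalon, 758 and 741 jointly, with 144 and 78 shared. The part of the intercept in the combined alternative was tested with its other choices kept, under the other observations, and the cause of the other changes was not tested.

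Of the numbers of genes with an unadjusted p-value under 0.05, that in diencephalon at 30 minutes was 355 with the likelihood ratio test and 343 with the added alternative. At 120 minutes it was 650, 680 and 627 with the likelihood ratio test, the library index and the added alternative, and in telencephalon at 60 minutes 1414 with the last. The joint number in diencephalon was 769 with the library index. The share of these genes that were higher in challenged fish in diencephalon at 60 minutes was 23.8%, 49.5%, 49.7% and 22.6% with the likelihood ratio test, the 10 libraries, the library index and the added alternative, and at 120 minutes 71.2% and 71.0% with the first and last. In telencephalon the share crossed 50.0% without moving by more than 10 percentage points, at 60 minutes with the 10 libraries (47.9%) and at 30 minutes with either other filter (52.2% and 55.6%). Over the fits that each left out one fish, the number ran from 678 to 1402 in diencephalon at 120 minutes, from 1245 to 2903 in telencephalon at 60 minutes and from 559 to 1190 at 120 minutes, and of the 18 discordant genes from 0 to 18.

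The correlation between regions at 30 minutes was 0.478 over all genes and 0.932 over genes with small likelihood ratio p-values, and ran from 0.898 to 0.980 with each fish left out. At 60 minutes it was 0.738 over all genes, and at 120 minutes it ran from -0.147 to 0.975 with each fish left out. In alternatives chosen after seeing the data, it was 0.450 at 120 minutes and 0.951 at 60 minutes over genes with small quasi-likelihood p-values, and 0.834 at 120 minutes with differences of mean log2 cpm. The number of genes differing between regions was 14449 with the fish as a replicate block, within 1.5 times that without it. Clusters numbered 4 and 4 with ward.D2 and 4 and 5 with 1 minus the Pearson correlation as the distance.

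Of the 56 results of named genes, all kept their direction and stayed past or short of the threshold with RLE normalization and with 10 libraries. With the likelihood ratio test 49 did and 7 passed the threshold, and with DESeq2, which gave an adjusted p-value for 37, 35 did and 2 passed it. With the library index 54 kept their direction, while crx in telencephalon at 120 minutes (0.46) and cebpb in diencephalon at 30 minutes (0.24) reversed. With each fish left out in turn, the log2 fold change of 18 results changed sign in at least 1 fit. Only 9 fits were available for vsx1 and grhl3 in diencephalon and for otx5 in telencephalon at 120 minutes. For vsx1 the missing fit is the one without challenged fish 19. The other challenged libraries had at most 1 count of vsx1 and the control libraries at most 2, so no increase was left without that fish. For grhl3 and otx5 a change of sign in the missing fit cannot be excluded. In diencephalon at 30 minutes the values ran for tshb from -6.96 to 2.19, prl from -9.41 to 7.35, cga from -10.90 to 1.18, lhb from -8.24 to 0.017, gh1 from -10.05 to 2.17, nr5a1b from -6.94 to 1.08, irf8 from -0.28 to 0.22 and cebpb from -0.24 to 0.077. At 60 minutes they ran for prl from -2.52 to 4.71, irf8 from -2.10 to 0.49, cebpb from -1.75 to 0.38 and grhl3 from -0.10 to 0.29. At 120 minutes they ran for rom1a from -3.62 to 4.30, rom1b from -2.40 to 5.28, crx from -0.74 to 1.96, otx5 from -0.57 to 3.09 and NFATC3 from -0.41 to 0.046, and in telencephalon for crx from -0.32 to 0.36. Depth limits the genes with at most 3 counts in all libraries of a group (tshb, nr5a1b and vsx1 in diencephalon, pax7a, pax7b and DMBX1 in telencephalon), whose folds are lower bounds.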

Differences from the paper's values

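For diencephalon the paper's S1 Table lists 149 (50 higher, 99 lower) at 30 minutes, 650 (103 higher, 547 lower) at 60 minutes and 304 (226 higher, 78 lower) at 120 minutes, against 0 genes, higher or lower, at each time in the edgeR quasi-likelihood test, where 572, 1826 and 1033 genes had an unadjusted p-value under 0.05. For telencephalon the paper lists 275 (109 higher, 166 lower) at 30 minutes, 687 (370 higher, 317 lower) at 60 minutes and 222 (152 higher, 70 lower) at 120 minutes, against 0 at each time, with 714, 2127 and 686 genes under 0.05 unadjusted. Of the alternatives set before the data were examined, only a threshold on the unadjusted likelihood ratio p-value equal to the largest in S1 Table gave numbers within 1.5 times the paper's: 157 (52 and 105), 679 (115 and 564) and 325 (243 and 82) genes in diencephalon and 282 (115 and 167), 735 (376 and 359) and 236 (162 and 74) in telencephalon, higher and lower in parentheses. That threshold is taken from the paper's own table. The likelihood ratio test with tagwise dispersion (10, 50 and 17; 40, 67 and 6), DESeq2 (7, 76 and 26; 47, 93 and 7) and the other alternatives (0 genes) did not. A combined alternative chosen after seeing the values (likelihood ratio test, deposited cpm for the filter and library totals, adjustment within each region over all coefficients with the intercept) gave 149, 651 and 304 and 275, 687 and 222 genes.

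The paper's numbers of genes shared by at least 2 times are 144 in diencephalon and 78 in telencephalon, against 0, and the paper's numbers of genes in the joint test are 758 and 739, against 0 (with 1195 and 1246 under 0.05 unadjusted). The same threshold on unadjusted p-values (from S4 Table for the joint test) gave 151 and 84 shared genes and 789 and 793 genes in the joint test, and none of the other alternatives set before the data were examined came within 1.5 times. The likelihood ratio test gave 174 and 148 genes in the joint test and DESeq2 39 and 83. The alternative chosen after seeing the values gave 144 and 78 shared genes and 758 and 741 in the joint test. Of the named genes that the paper calls, the likelihood ratio test called prl, cga and gh1 in diencephalon at 120 minutes, cga and gh1 at 30 minutes, pax7b in telencephalon at 120 minutes and EGR4 (1 of 2) at 30 minutes, and DESeq2 called the last 2. The likelihood ratio test also called 11 of the 18 discordant genes in the test of the interaction.

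Of the 53 log2 fold changes of named genes compared with the paper's, 0 had the opposite sign or lay more than 1 standard error away. These standard errors were as large as 3.76 (prl in diencephalon at 120 minutes). Both sets of values come from the same counts and nested model, so the comparison is no independent check. The paper's text describes cluster D2 as upregulated at 30 minutes, where 6 of its 31 genes had a positive log2 fold change. The paper's discussion places the peak of cluster D3 at 120 minutes, whereas 33 of its 36 genes had their largest value at 60 minutes. The text counts rom1a and crx among the discordant genes, and neither is among the 18 genes that S3 Table lists with opposite signs. The text places the discordant genes in cluster D2, which holds 12 of the 18. The paper describes crx as downregulated in telencephalon at 120 minutes, where its log2 fold change was -0.15 (exact permutation p = 0.992).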

Other observations

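All tests given here except the split of the 18 discordant genes and the test of library totals were chosen only after their results, or results close to them, had been seen.

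To see how often other divisions of the same fish give as many genes, the 10 fish of each time were divided into other groups of 5 and 5, the same fish in both regions, and 100 of the 126 divisions per time were drawn, the real one included. Divisions with at least as many genes with an unadjusted p-value under 0.05 as the real one (572, 1826 and 1033 in diencephalon and 714, 2127 and 686 in telencephalon) numbered 71, 16 and 43 of 100 in diencephalon and 66, 9 and 71 in telencephalon at 30, 60 and 120 minutes. For the joint test they numbered 42 and 21. The counts of called genes and of genes shared between times were 0 for the real division, so all 100 divisions gave as many and the count is uninformative. With the likelihood ratio test, the deposited cpm for the filter and library totals, and the intercept's p-values in an adjustment within each region, as many genes were called in 60, 28 and 46 divisions in diencephalon, 43, 8 and 58 in telencephalon, and 47 and 29 in the joint test. The number at 60 minutes exceeded that at the other times by 793 genes in diencephalon and 1413 in telencephalon, and 29 and 5 of 100 divisions gave an excess as large. In none of these results was the share of divisions under 5%. The 2 regions of a fish were treated as one in these divisions.

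The adjusted p-values of S1 Table were recomputed with the likelihood ratio test and tagwise dispersion, with the deposited cpm for the filter and library totals, under the hypothesis that the p-values of the model's intercept, which compares no groups, entered the adjustment together with the 3 treatment coefficients and the 2 time coefficients of a region. In S1 Table the adjusted p-value is 6.00 times the p-value at the smallest p-value of diencephalon and 5.43 times at the largest. With the intercept included, all 2287 entries of S1 Table were within 5% of the printed adjusted p-value and 2288 were called; with only the intercept left out and all other choices kept, 0 were within 5% and 136 were called, and with the 3 treatment coefficients alone in the adjustment 151 were called. In simulated data without any changed gene, 214, 223 and 217 of 17448 genes were called at the 3 times by the likelihood ratio test with the intercept included, and 1, 7 and 6 in the same test with only the intercept left out. This setting is therefore a candidate explanation for the numbers in S1 Table. The paper's text does not name the intercept.

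The correlation between regions was recomputed in the same divisions over the genes with small quasi-likelihood p-values in both regions, with differences of mean log2 cpm as the changes. An r at least as large as the real one (0.953, 0.929 and 0.912 at 30, 60 and 120 minutes) occurred in 42, 38 and 88 of 100 divisions, whose median r was 0.930, 0.918 and 0.964. Differences between individual fish that both regions share are thus a candidate explanation for the correlation between regions. The genes with small p-values in both regions numbered 54, 253 and 65 at 30, 60 and 120 minutes. As many occurred in 45, 5 and 44 of 100 divisions. For the 18 discordant genes, 0 were called in the real and in all 100 divisions, and in 58 of them 18 had an unadjusted interaction p-value under 0.05. As these genes were chosen for their pattern in the real division, the count is uninformative. Over all genes, 255 had an unadjusted interaction p-value under 0.05 in the real division, 51 of 100 divisions gave as many, and the median of the others was 257.

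The number of genes differing between regions was reached by 1 of 100 swaps of region within fish, the real assignment itself, and the highest number in the others was 7039. Library totals did not differ between challenged and control fish in any of the 6 comparisons (smallest adjusted exact permutation p 0.556). The 2 libraries of each fish carry the same library index, so the index does not separate the regions.

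When the means of gene sets were adjusted for their markers, the smallest of 15 adjusted exact permutation p-values was 0.119, the smallest that a single one of these tests can reach with 5 against 5 fish, so that passing a threshold of 0.1 was out of reach for a single test. The T2 genes in telencephalon at 30 minutes changed from 0.11 to -0.46 (exact permutation p = 0.00794 after adjustment for markers).

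Genes the paper names for the chromatin experiment or the regulatory network had no adjusted p-value under 0.1 in diencephalon at 120 minutes (edgeR quasi-likelihood test). C4B was at 97.9 ± 89.8 cpm (SD, n = 5) in challenged and 41.5 ± 18.0 cpm (SD, n = 5) in control fish, a log2 fold change of 1.24 (exact permutation p = 0.127), p2ry12 had a log2 fold change of 0.92 (exact permutation p = 0.556) and grhl3 of 0.70 (exact permutation p = 0.460). Without one fish at a time the values lay between 0.50 and 1.46 for C4B and between 0.14 and 1.22 for p2ry12. For grhl3 they lay between 0.46 and 1.33 over 9 fits.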
